# c-Jun as a one-way valve at the naive to primed interface

**DOI:** 10.1186/s13578-023-01141-0

**Published:** 2023-10-14

**Authors:** Dongwei Li, Ling Luo, Lin Guo, Chuman Wu, Ran Zhang, Yuling Peng, Menghua Wu, Junqi Kuang, Yan Li, Yudan Zhang, Jun Xie, Wenxiu Xie, Rui Mao, Gang Ma, Xiuling Fu, Jiekai Chen, Andrew P. Hutchins, Duanqing Pei

**Keywords:** EpiSCs, c-Jun, Naïve to primed transition, Primed to naïve transition

## Abstract

**Background:**

c-Jun is a proto-oncogene functioning as a transcription factor to activate gene expression under many physiological and pathological conditions, particularly in somatic cells. However, its role in early embryonic development remains unknown.

**Results:**

Here, we show that c-Jun acts as a one-way valve to preserve the primed state and impair reversion to the naïve state. c-Jun is induced during the naive to primed transition, and it works to stabilize the chromatin structure and inhibit the reverse transition. Loss of c-Jun has surprisingly little effect on the naïve to primed transition, and no phenotypic effect on primed cells, however, in primed cells the loss of c-Jun leads to a failure to correctly close naïve-specific enhancers. When the primed cells are induced to reprogram to a naïve state, these enhancers are more rapidly activated when c-Jun is lost or impaired, and the conversion is more efficient.

**Conclusions:**

The results of this study indicate that c-Jun can function as a chromatin stabilizer in primed EpiSCs, to maintain the epigenetic cell type state and act as a one-way valve for cell fate conversions.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13578-023-01141-0.

## Background

c-Jun is a member of a family of transcription factors (TFs) known as activator protein-1 (AP-1) factors implicated in multiple cellular processes, including cell cycle, apoptosis and cell proliferation [1, 2]. c-Jun plays a critical role in early embryonic development as c-Jun-/- embryos die at the mid- to late-gestation stage [3]. A role for c-Jun earlier in development has not been established, although it is expressed post-implantation. Preimplantation embryos and mouse embryonic stem cells (ESCs) do not express appreciable levels of c-Jun [4], however, treatment of human embryonic stem cells (hESCs), which may represent a slightly later developmental stage, with a c-Jun N-terminal kinase inhibitor (JNKi) promotes differentiation to a definitive endoderm fate [5]. These suggest that c-Jun has complex, perhaps opposing, roles in pre-implantation development.

AP-1/c-Jun is enriched in multi-loop activation hubs, which are involved in regulating cell type-specific genes [6]. Studies involving somatic cell reprogramming have shown that the AP-1/c-Jun motif is enriched in open chromatin that rapidly closes in the early stages of reprogramming [7–9]. These chromatin accessibility dynamics can be disrupted by exogenously expressed c-Jun [9], suggesting that c-Jun is regulating chromatin dynamics. Indeed, c-Jun has been shown to bind open chromatin and maintain chromatin accessibility [10]. In fibroblasts, AP-1/c-Jun and cell-type-specific TFs can recruit BAF (mammalian SWI/SNF) complex to remodel nucleosomes and open chromatin to activate silenced enhancers [11]. Conversely, c-Jun can also recruit nucleosome remodeling and histone deacetylation (NuRD) repressor complex by interacting with Mbd3 to silence AP-1 target genes [12]. Hence c-Jun, like a lot of transcription factors, has both activatory and repressive potential that is potentially involved in cell fate decisions.

Mouse pre- and post-implantation embryos have been captured as in vitro models in the form of naive (ESCs), cultured in 2i medium (CHIR and PD0325901) [13], and primed epiblast stem cells (EpiSCs), that are cultured with Activin A and bFGF [14–16]. These two in vitro models serve as a model system to study the molecular mechanisms regulating the transition between E3.5 and E5.5 embryos (Fig. 1A) [17]. Both ESCs and EpiSCs are considered pluripotent, i.e., capable of generating cells of the three germ layers through in vitro differentiation and in vivo teratoma assays, yet they behave quite differently in their capacity to form chimeras and contribute to the germline: naïve ESCs are capable, but EpiSCs have great difficulty in contributing to chimeras and do not contribute to the germline [18, 19]. Therefore, the distinction between naive and primed states are critical to our understanding of early mouse embryo development in general and perhaps cell fate specification in particular.

Importantly, the naïve and primed states function as a powerful model of cell type-conversion as they can be interconverted in vitro relatively easily, in a process called the naïve-to-primed transition (NPT), or the reverse process PNT [16, 20–26]. We have previously shown that c-Jun is not expressed in the naive state, but in MEFs c-Jun acts as a gatekeeper of the somatic fate [4]. However, as primed EpiSCs are still in the process of development and retain potent developmental capacity, it is not clear if c-Jun has a role in the primed state.

In this report, we show that c-Jun regulates the transition between naïve and primed states. Using the interconversions between ESCs and EpiSCs as a model system, we show that they have distinct chromatin accessibility states, and c-Jun plays a unique role in specifying the nuclear architecture of EpiSCs. In EpiSCs, c-Jun helps inhibit closed naïve enhancers and maintains them in a repressed state. Loss of c-Jun leads to incomplete suppression of naïve enhancers which potentiates the cells for more efficient conversion from primed to naïve states. Our studies reveal an unexpected role of c-Jun in the transition between naive to primed states, suggesting that it serves to endow somatic properties in exiting naive cells by establishing and stabilizing chromatin architecture.

## Results

### Induction of c-Jun during the naïve to primed transition

To understand how the naïve state transitions to the primed one, we cultured mouse ESCs in naïve conditions containing LIF and two inhibitors (2i) CHIR99021 (WNT signal pathway inhibitor) and PD0325901 (ERK inhibitor) [13]. Naïve ESCs were differentiated to primed EpiSCs (converted cells are referred to as EpiSC-like cells) by using a protocol involving basal medium containing four small molecules: Activin A, bFGF, XAV939 and IWR [27, 28]. Morphologically, the embryo-derived (EpiSCs) or induced EpiSC-like cells are nearly identical (Fig. 1A, right panels and 1B). Principal component analysis (PCA) on time-course RNA-seq data during the naïve to primed transition (NPT), showed a clear trajectory from ESCs to EpiSCs (Fig. 1B). Naïve-specific pluripotent genes, such as Nanog, Esrrb, Dppa5a were rapidly downregulated, conversely, the primed-specific marker genes Lin28a, Fgf5, T were activated only in the late stage of NPT (Fig. 1C). Interestingly, at both the RNA and protein level, we show that c-Jun was expressed as early as D2 (Day) during NPT, and highly expressed in EpiSC-like cells (Fig. 1D, E).

To study the role of c-Jun in the NPT, we designed two sgRNAs that target two flanking regions of the single exon of c-Jun (Additional file 1: Fig. S1A). We transfected those two sgRNAs into ESCs to knock out c-Jun. As c-Jun is not expressed in ESCs, we converted them to the primed state and confirmed the knockout by Western blot (Fig. 1F). We next looked at RNA-seq of the c-JunKO EpiSC-like cells, and found that the transcriptomes were nearly identical: EpiSC-like versus EpiSCs, R = 0.959; and c-JunKO EpiSC-like versus EpiSCs, R = 0.947 (Additional file 1: Fig. S1B, C). As expected, c-JunKO EpiSC-like cells express normal levels of both pluripotent (Pou5f1, Nanog) and EpiSC-specific (Fgf4) genes that remained expressed at similar levels when c-Jun was knocked out (Additional file 1: Fig. S1B). c-JunKO EpiSC-like cells also clustered by PCA closely with normal EpiSCs and EpiSC-like cells (Fig. 1B). In the ATAC-seq data, chromatin accessibility of c-JunKO EpiSC-like cells was similar with WT EpiSC-like cells and EpiSC (Additional file 1: Fig. S1D). Together these results indicate that c-Jun is not required for NPT nor primed state despite of being unregulated robustly.

### c-Jun knockout promotes primed to naive transition

Whilst c-Jun is not required for the NPT, we next explored if c-Jun is needed for the reverse, primed to naïve transition (PNT). To explore this, we exploited the ability of exogenously expressed Klf4 to drive the PNT and established a Klf4-transgenic mEpiSC line (kEpiSCs), that bears two transgenes: An Oct4-GFP reporter system where GFP is only expressed only in the naïve state [29], and *Klf4* under the control of a CAG promoter that converts EpiSCs to ESCs [23] (Additional file 1: Fig. S2A). When Klf4 was expressed, however, kEpiSCs remained in the primed state if they remained in primed culture medium, and there was no significant difference in the expression of Fgf5, Pou5f1(Oct4), Nanog, Esrrb and Sox2 (Additional file 1: Fig. S2B, C). This suggests that Klf4 expression alone is insufficient to bring about the PNT. We then evaluated the PNT efficiency in three culture media: 15%FBS + 2i + LIF (serum + 2i + LIF medium, primed ESC culture medium), N2B27 + 2i + LIF (naïve mouse ESCs culture medium), and iCD1 (a high-efficiency somatic reprogramming medium) [30]. Comparatively, GFP + cells emerged earlier in iCD1 medium (1.8% at day 3), compared to 0.01/0.04% for the other media (Additional file 1: Fig. S2D, E). Consequently, we used iCD1 for the subsequent PNT experiments. iCD1 was also more efficient in activating the expression of pluripotent marker genes such as Sox2 and Esrrb which are known to remodel the chromatin structure during PNT [20, 30] (Additional file 1: Fig. S2F). PCA of the RNA-seq time course during PNT showed that the cells appeared to traverse an alternative path back to naïve ESCs, and did not retrace the NPT (Fig. 1B). Additionally, there was a spike in c-Jun expression in the PNT day 3 cells (Fig. 1D), which is likely due to cell heterogeneity as the PNT is an inefficient process. c-Jun expression is up-regulated at day 3 but is ultimately silenced in the resulting reverted iPSCs (Fig. 1D). These results suggest that the iCD1 medium is suitable for the conversion of primed EpiSCs to naïve ESCs.

**Fig. 1:**
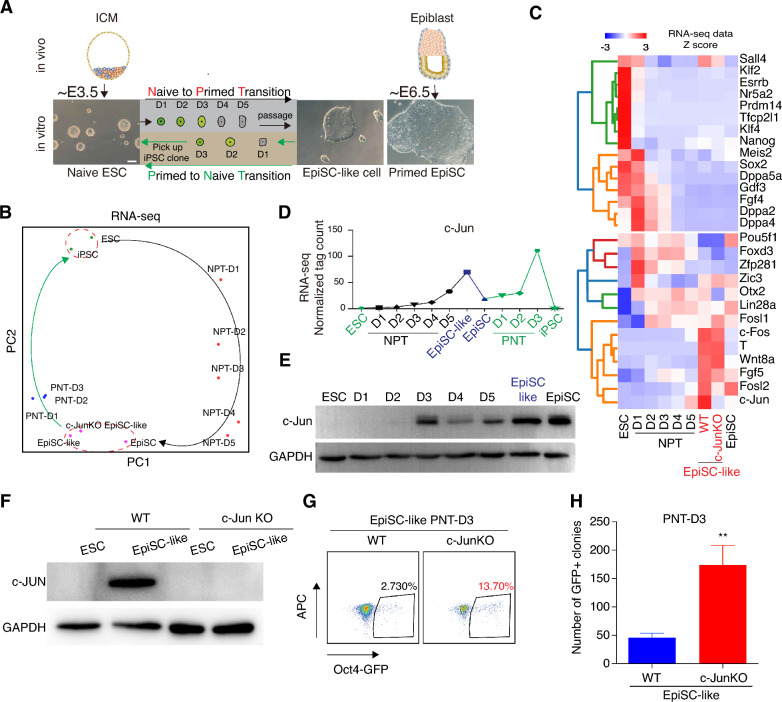
c-Jun inhibits primed to naïve transition. **A**. Schematic for the derive mouse naive ESC, primed EpiSC and induce naïve ESC differentiation into EpiSC-like cells (naive to primed transition, NPT) under EpiSC culture medium (see methods). And induce primed to naive transition (PNT) (see methods). D indicates the day of the naive to primed transition or primed to naive transition. **B**. Principal Component Analysis (PCA) of the gene expression (RNA-seq) during naive to primed transition (NPT) and primed to naive transition (PNT). **C**. Heatmap of naive and primed marker genes expressed during NPT. **D**. RNA-seq data show the c-Jun expression levels in ESC, a typical naive to primed transition and primed to naive transition time course, EpiSC-like cells, EpiSC and iPSCs. D = day. **E**. Western blot of the levels of c-Jun protein in ESC, a typical naive to primed transition time course, and EpiSC. D = day. **F**. Western blot of c-Jun protein in WT ESC, EpiSC-like, c-JunKO ESC and c-JunKO EpiSC-like cells. **G**. Flow cytometry analysis of the Oct4-GFP (OG2) reporter at primed to naïve transition (PNT) day 3. D = day. Scale bar = 100 μm. **H**. Effect of knock out of c-Jun in day 3 primed to naive transition. The number of GFP positive colonies was counted on day 3. D = day. Data from 6 biological replicates from 2 independent experiments and shown as the mean ± SEM. *** indicates P value < 0.001, t-test analysis between the c-Jun knock out EpiSClike and WT EpiSC-like cells.

To explore the impact of c-Jun on the PNT, we next performed PNT experiments on the c-JunKO EpiSC-like cells in iCD1 medium and measured the proportion of GFP positive cells at day 3 (D3) as a readout of PNT efficiency. Interestingly, we found that knock out of c-Jun significantly promoted the conversion of primed EpiSCs into naïve iPSCs, as measured by the number of GFP positive cells (2.7% versus 13.7% in the c-JunKO cells; Fig. 1G). Counting the resultant GFP + colonies indicated the conversion efficiency of c-JunKO EpiSC-like cells to ESCs was ~ 4 times higher than WT EpiSC-like cells on day 3 (Fig. 1G, H). Overall, these results suggest that c-Jun acts as a one-way valve to enable the PNT. In ESCs, c-Jun is not expressed and is not required for the NPT or EpiSCs, yet when the cells went through the PNT the loss of c-Jun drastically increased the efficiency of this conversion.

### c-Jun N-terminal kinase inhibitor promotes the primed to naïve transition

Loss of c-Jun could dramatically improve the efficiency of the PNT. We next explored if small-molecule inhibition of upstream factors of c-Jun could also promote the PNT. We used a JNK inhibitor (JNKi, SP600125), which can indirectly inhibit c-Jun activity, to validate the negative function of c-Jun in PNT (Fig. 2A). Indeed, our results showed that the PNT was improved by JNKi in a dose-dependent manner, reaching almost 10% GFP + cells and ~ 1200 Oct4-GFP-positive colonies from 12000 starting cells on day 3 (D3) (Fig. 2B, C). A similar dose-dependent effect of JNKi could be seen when using two further independent lines of EpiSCs (B1 and B2) (Fig. 2D). The resulting iPSCs had normal naive morphology (Fig. 2E), karyotype (Fig. 2F), and were capable of generating chimeras with germline transmissions (Fig. 2G). These results suggest that inhibition of JNK phenocopies c-Jun KO in PNT.

**Fig. 2:**
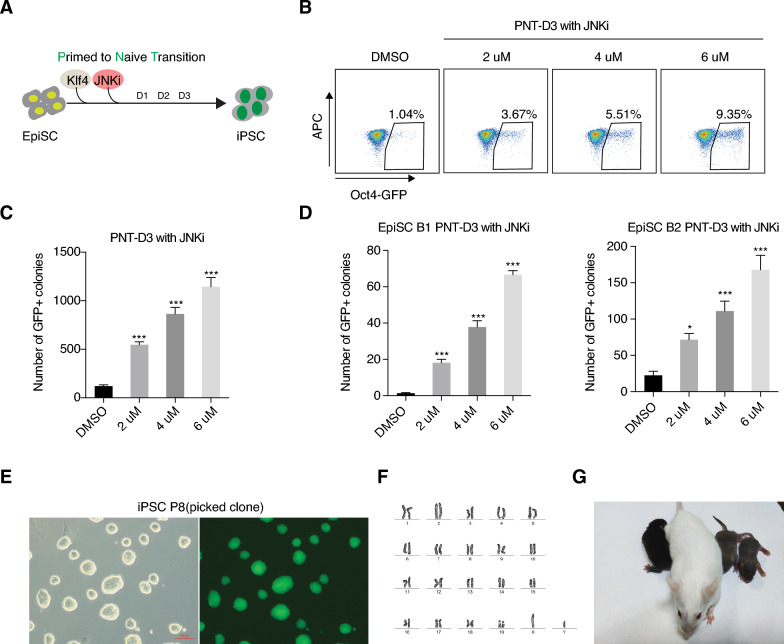
c-Jun N-terminal Kinase inhibitor facilitates primed to naïve Transition. **A**. Work model shows JNK inhibitor (SP600125) in primed to naive transition (PNT). **B**, Flow cytometry analysis represent reprogramming efficiency increased with a higher dose of JNKi. **C**, **D**. A dose-response graph for JNKi in promoting primed to naive transition. This experiment was performed with three different EpiSC cell lines called EpiSC B4 (this cell line was named EpiSC in the text, and used for this study), EpiSC B1, EpiSC B2. JNKi was used with 3 doses for 3 days during primed to naive transition (PNT) and scored for GFP positive colonies. Data are from 6 biological replicates in 2 independent experiments and shown as the mean ± SEM. *** indicates P value < 0.001, one-way ANOVA with Sidak correction between the DMSO and the dosing groups. **E**. Phase and GFP images of iPSC. Scale bar = 100 μm. **F**. Karyotypes of iPSC. **G**. Chimeric mice from iPSC.

Meanwhile, we found knock out other AP-1 family members such as Fosl2 also enhanced iPSCs formation (Additional file 1: Fig. S2G). On the contrary, PNT process was repressed when c-Jun was highly expressed in primed EpiSC (Additional file 1: Fig. S2H, I). Together, these results indicate that c-Jun is induced, but not needed for the naïve to primed transition or in EpiSCs. However, c-Jun functions as a barrier to the primed to naïve transition.

### c-Jun binds to closed naïve enhancers in EpiSCs

To explore the mechanism of how c-Jun impairs the PNT, we began by mapping the chromatin accessibility landscapes of both naïve ESCs and primed EpiSCs using ATAC-seq [31, 32]. 63135 peaks remained open in both cell types, but there was a surprisingly large number of ESC-specific (53010 peaks) or EpiSC-specific peaks (53591 peaks) (Fig. 3A). DNA motif enrichment analysis indicated that ESCs and EpiSCs had distinct transcription factor (TF) motifs associated with open chromatin in both states (Fig. 3B). As expected, OCT4 was common between the two cell types, including the compound OCT4-SOX2 motif that is instrumental in controlling the pluripotent state [33]. However, SOX, and especially KLF motifs, were specific to ESCs, whilst BACH, ATF and especially AP-1 family motifs were enriched in the EpiSCs (Fig. 3B). Indeed, the motif enrichment in naïve ESCs closely mirrored known regulatory programs, for example, TFCP2L1 and KLF motifs were specific to naïve, and when Tfcp2l1 and Klf5 are overexpressed they can drive EpiSCs to naïve ESCs in a PNT [34, 35]. Intriguingly, considering that c-Jun has no apparent function in EpiSCs, the AP-1 family of TF motifs (FOSL1, FOSL2, c-JUN) were enriched in primed-specific open chromatin (Fig. 3B). This enrichment of AP-1 family motifs led us to hypothesize that despite their apparent lack of function in EpiSCs, they may nonetheless be important in controlling the primed state.

**Fig. 3:**
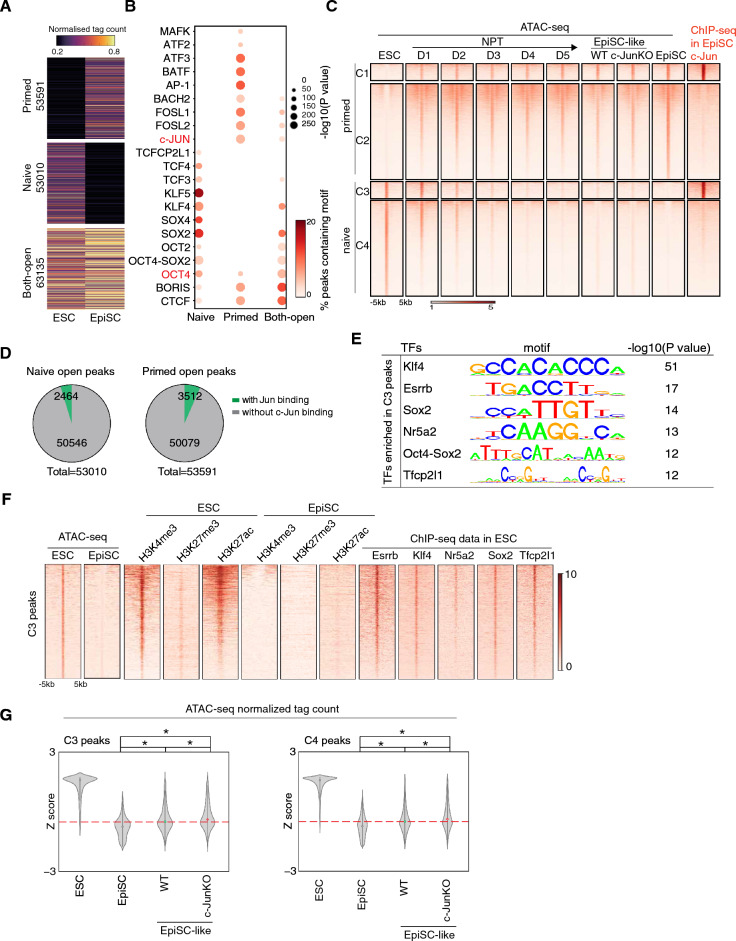
c-Jun bind to closed naïve enhancers in EpiSCs. **A**. ATAC-seq datasets from mouse EpiSC and ESC presented as open or closed state as described [9]. Top scale indicates normalized tag count in color shades. Note: primed for loci open in EpiSC; naive for loci open in ESC; Bothopen as open loci in both ESC and EpiSC. **B**. TF motifs enriched at least 1.5-fold higher than background and P value less than 0.01 for each category of ATAC-seq peaks defined in panel **A**. *P value < 10–20 from HOMER. **C**. Heatmap shows naive and primed loci closed and open during naive to prime transition in vitro at different time points. D indicates day of the differentiation process. Naive and primed ATAC-seq peaks defined in **A**. And c-Jun ChIP-seq data was performed in EpiSC, which divide naive and primed peaks into four groups. **D**. Pie chart presenting the number of peaks c-Jun occupied in primed and naive loci. **E**. Motif analysis showing pluripotent transcription factors that enriched in C3 peaks (peaks defined in **C**). **F**. Heatmap of sequence read density for ATAC-seq and H3K27ac, H3K27me3, H3K4me3 data in ESC and EpiSC signal on C3 peaks and pluripotency transcription factors Esrrb, Klf4, Nr5a2, Sox2 and Tfcp2l1 binding profile in C3 peaks. Sequenced reads ranked by mean signal strength. Windows are centered on the ATAC-seq pea summit. Each row of the heatmap is a genomic locus. The ChIP-seq data of H3K27me3 and H3K4me3 in ESCs were taken from GSE80280 [51], the ChIP-seq data of H3K27ac in ESCs was taken from GSE98404 [9] and the ChIP-seq data of H3K27me3, H3K27ac, H3K4me3 were taken from GSE57407 [52]. The ChIP-seq data of Sox2 and Klf4 were taken from GSE90893 [8], the ChIP-seq data of Esrrb and Tfcp2l1 were taken from GSE11431 [53] and the ChIP-seq data of Nr5a2 was taken from GSE1901 [54]. **G**. Violin plots for the normalized ATAC-seq tag density for all peaks in C3 and C4 groups. Data were converted to a Z score to the emphasis change. Data were converted to a Z score based on the row-wise SD for each peak. P value was calculated by the Mann-Whitney U test. * means P < 0.0005.

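c-Jun ChIP-seq of the wild type EpiSC line, primed pluripotent cells derived from the mouse epiblast, gave 16166 c-Jun peaks. The peaks had a median width of 190 bp (115 to 1770 bp) and a median fold enrichment over the local background of 6.16 (1.57 to 30.8). The sequence TGASTCA, where S is C or G, is the site bound by AP-1, the dimer of Jun and Fos family proteins. It was present in the central 200 bp of 45.9% of the peaks (95% Wilson interval 45.1 to 46.6%, 7416 of 16166 peaks) and in 4.02% of flanking windows 2 kb away (3.81 to 4.24%), which is 11.4 times more often. The share with TGASTCA was 64.4% (62.0 to 66.7%) among the highest-scoring of 10 groups of peaks and 25.4% (23.4 to 27.6%) among the lowest-scoring. The 10 highest-scoring peaks each held an exact TGASTCA and were nearest to Abca5, Mdm2, Slco2a1, Gpld1, Fars2, Fem1c, Hrob, Smndc1, Sec11c and Sgk1. Their distance to the TSS varied, with 5902 bp at Gpld1 and 85571 bp at Fars2. The first of these peaks lay between genes on chromosome 11 from 110358318 to 110358514 (mm10), with a fold enrichment of 30.8.

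**Figure D1:**
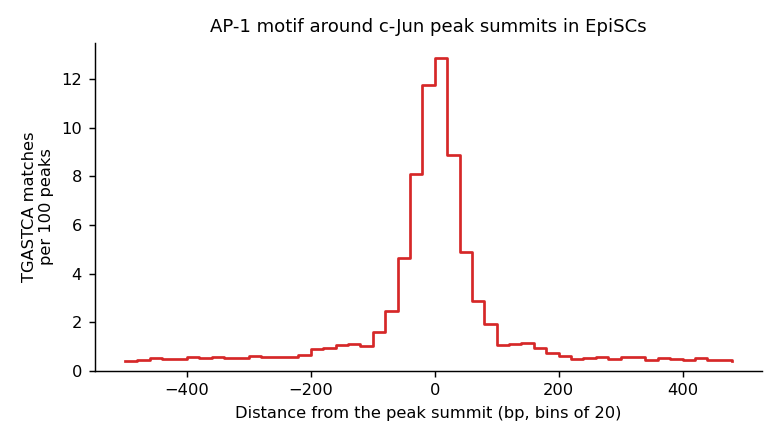
The x axis is the distance from the summit of the EpiSC c-Jun peaks in bp and the y axis the number of TGASTCA matches per 100 peaks. The number is highest next to the summit, at 12.9 per 100 peaks.

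The experiment comprised 2 c-Jun ChIP libraries and 2 input libraries. Cells were fixed in 1% formaldehyde for 15 min, chromatin was sonicated to 100 to 500 bp and 2 µg of antibody was used. The paper and the antibody field of the sample labels name c-Jun as the target, whereas the protocol text of the labels names H3K27ac. Paired reads of 75 bp are given in the paper and of 50 bp in the labels. The authors mapped the reads to mm10 with Bowtie2, kept uniquely mapped reads and called peaks with MACS2 at default parameters. One peak list was deposited for the line and is taken to cover both ChIP libraries, although the paper's text does not name how the ChIP-seq replicates were combined. The sample labels name the list in the description of the first ChIP replicate, so it may rest on that library alone. No spread between replicates can therefore be given, and intervals cover counting error only. The fold enrichment and the p-value of a peak are the authors' and together give its number of reads at the summit, with a median of 10 (quartiles 8 and 13, range 5 to 159). Many peaks therefore rest on few reads. The genome-wide background of the list corresponds to 4.01 ChIP reads per kb.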

To explore this, we performed ChIP-seq for c-Jun in EpiSCs (Additional file 1: Fig. S3A) and analyzed the binding sites with GREAT [36]. GREAT analysis reveals that c-Jun was bound to genes involved in normal cellular activity, such as apoptotic signaling, mitochondrial membrane organization, and adherens junction organization (Additional file 1: Fig. S3B). 

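Peaks were found near genes of protein folding, adherens junctions and intrinsic apoptosis more often than near random genes of similar length. Of 35 protein folding genes, 20 had a peak centre within 10 kb of a TSS (7.98 in random lists, adjusted p = 0.0013, permutation test). Among them were the chaperone genes Cct7, Stip1, Dnajb6 and Hsp90aa1, with fold enrichments of 13.6, 12.3, 10.4 and 9.35. Of 32 adherens junction genes, 15 had a peak (7.58 in random lists, adjusted permutation p = 0.024), including Kifc3 (fold enrichment 15.7), Ajuba (14.3), the small GTPase gene Rac1 (10.3) and Plekha7 (9.58). Of 34 intrinsic apoptosis genes, 15 had a peak (7.94 in random lists, adjusted permutation p = 0.031), including the caspase inhibitor gene Xiap (11.6), Ppif (10.9), the apoptosome gene Apaf1 (8.94) and the anti-apoptotic gene Mcl1 (8.94). For mitochondrial membrane organization the number was 12 of 33 genes (7.29 in random lists, adjusted permutation p = 0.19), with Opa1, a gene of inner membrane fusion, at 10.6, Timm13 at 10.5, Timm22 at 7.19 and Tomm20 at 4.77. The lists were fixed before the data were examined. Each was compared with 10000 lists of protein-coding genes matched on gene length (two-sided, adjusted by Benjamini-Hochberg over 19 lists), which describes this peak list and not the replicates. The ratio of apoptosis genes to random lists was 1.89 at 10 kb. The apoptosis call ended at 5 kb (ratio 1.28, adjusted permutation p = 0.93) and at 50 kb (1.18, 0.44). It also ended with the nearest TSS (1.32, 0.31), with GREAT's domains (1.26, 0.38) and with the 8083 higher-scoring of the peaks (2.31, 0.073). The adherens junction call ended at 5 kb (ratio 1.79 against 1.98 at 10 kb, adjusted permutation p = 0.19). The protein folding call ended with the nearest TSS (ratio 1.62 against 2.51 at 10 kb, adjusted permutation p = 0.068).

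**Figure D2:**
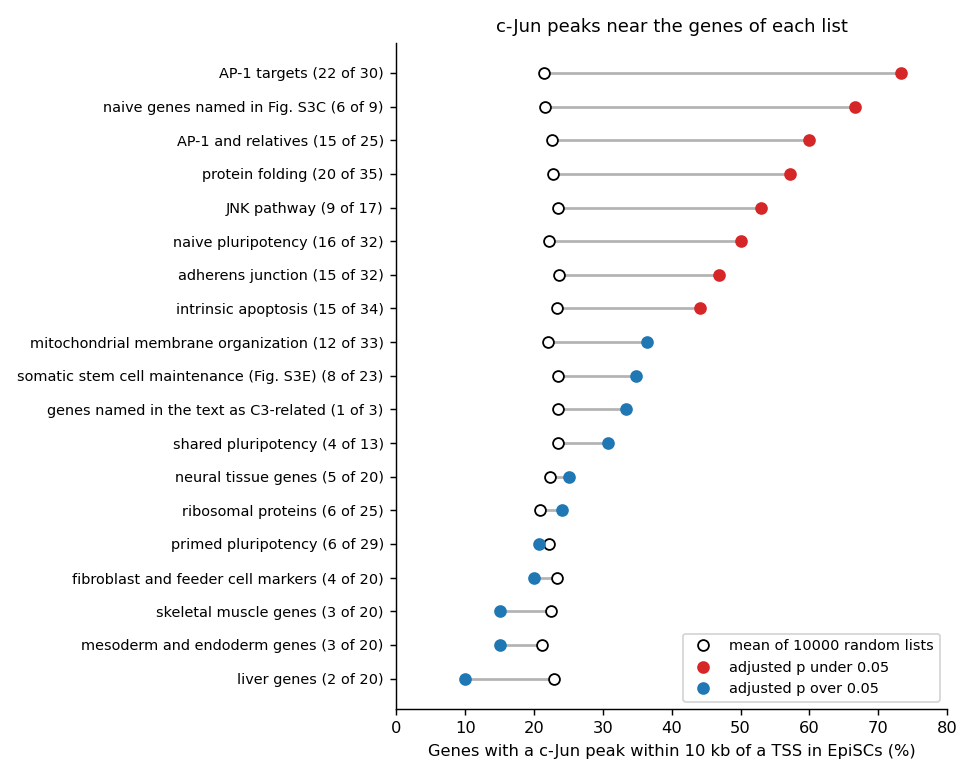
The x axis is the percentage of a list's genes with an EpiSC c-Jun peak centre within 10 kb of a TSS, filled points are the lists (red with an adjusted p under 0.05, blue over it) and open points the mean of 10000 random lists. Protein folding lies at 57.1% and mitochondrial membrane organization at 36.4%.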

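Of the 9 naïve genes named in Fig. S3C, 6 had a c-Jun peak within 10 kb of a TSS in EpiSCs, namely Dppa5a, Zfp42, Esrrb, Klf2, Tfap2c and Gdf3 (1.94 in random lists, adjusted p = 0.027, permutation test). Prdm14, Tfcp2l1 and Tet2 had none within this distance, whereas with each peak given to its nearest TSS (ratio to random lists 3.06, adjusted permutation p = 0.00095) or to GREAT's domains (2.21, 0.0019) all 9 genes had a peak. Dppa5a, an RNA-binding protein gene of naïve cells, had 2 peaks in the window of Fig. S3D, both between genes and upstream of its TSS. The larger lay on chromosome 9 from 78371228 to 78371700, 3265 bp from the TSS, with a fold enrichment of 13.0 and 18 reads at the summit. The other lay from 78372541 to 78372807, 4475 bp from the TSS, with a fold enrichment of 6.16 and 8 reads. Zfp42, which encodes the zinc finger protein Rex1, had 1 peak in intron 1, on chromosome 8 from 43305707 to 43305821, with a fold enrichment of 4.11 and 5 reads. Esrrb, an orphan nuclear receptor gene, had 1 peak in its window, in coding exon 7 on chromosome 12 from 86518773 to 86518950 and 97218 bp from the nearest TSS, with a fold enrichment of 5.29 and 9 reads. It held TGAGTCA from 86518899, the only exact AP-1 site in these 4 peaks. A further Esrrb peak lay outside the window in intron 1, from 86365301 to 86365652, with a fold enrichment of 6.16.

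**Figure D3:**
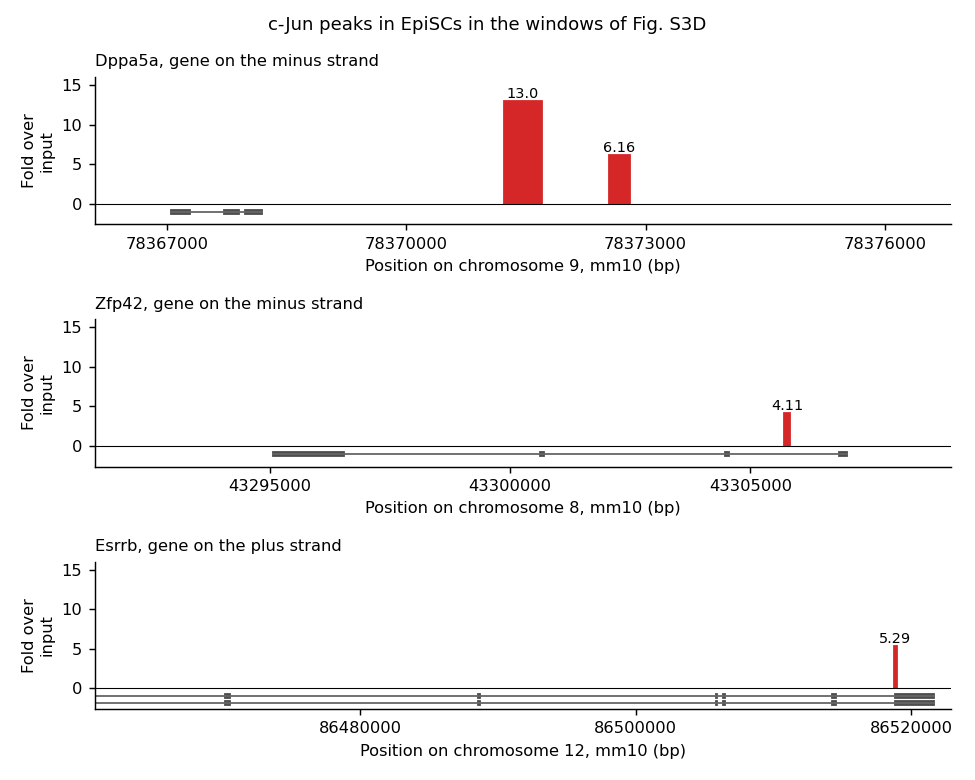
The windows are those of Fig. S3D in EpiSCs. The x axis is the position in mm10 in bp and the y axis the fold enrichment over the local background. Red boxes are c-Jun peaks drawn over their width, and grey boxes and lines below 0 are exons and introns of RefSeq transcripts. The highest of the 4 peaks, at 13.0, lies upstream of Dppa5a.

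When the peak list was shifted along the chromosomes 1000 times, the windows of Dppa5a, Zfp42 and Esrrb held a peak in 67, 104 and 190 of the shifts. The 9 genes are the study's own examples, so their count is not independent evidence, and its call ended at 5 kb (ratio 2.94 against 3.10 at 10 kb, adjusted permutation p = 0.19), at 50 kb (1.76, 0.089) and with the 8083 higher-scoring peaks (2.02, 0.84), which hold 1 of the 4 peaks of the windows.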

Unexpectedly, c-Jun was enriched at naïve-specific genes that are silenced in EpiSCs, for example, c-Jun was bound close to the genes, Dppa5a, Zfp42, and Esrrb (Additional file 1: Fig. S3C, D). Indeed, when we compared c-Jun binding sites to chromatin-accessible dynamics during NPT, we identified four groups: naïve closed but primed open with c-Jun bound (C1, 3521 peaks); naïve closed but primed open without c-Jun bound (C2, 50079 peaks); naïve open but primed closed and with c-Jun bound (C3, 2464 peaks); and naïve open but closed in primed, and without c-Jun (C4, 50546 peaks) (Fig. 3C, D). The most interesting group was C3, which had a distinctive epigenetic pattern: these loci were open in ESCs and were marked by enhancer-associated histone modifications H3K4me3, H3K27ac (Fig. 3F). However, in EpiSCs, these same loci are bound by c-Jun, their chromatin is closed and they have lost associated enhancer histone marks (Fig. 3C–F). This suggests those loci function as naïve-specific enhancers, that are silenced during NPT (Fig. 3C–F). Indeed, C3 loci are rapidly closed during the NPT as early as day 2 (Fig. 3C). Gene ontology analysis agreed with this designation and assigned the genes in C3 as related to transcription, cell proliferation and somatic stem cell population maintenance (Additional file 1: Fig. S3E). When we performed motif discovery on the C3 loci, motifs for many naïve-specific transcription factors (TFs): Klf4, Esrrb, Sox2, Nr5a2, and Tfcp2l1 were enriched (Fig. 3E). Analysis of ChIP-seq for these naïve-specific TFs in ESCs indicated that the C3 group loci are bound by all five of these TFs in ESCs (Fig. 3F). These results indicate that C3 loci are naive-specific enhancers near naïve-specific genes, that are bound by c-Jun in EpiSCs and are silenced.

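c-Jun peaks lay within 10 kb of a TSS of 16 of 32 textbook naïve genes in EpiSCs (7.11 in random lists of the same gene lengths, adjusted p = 0.0028, permutation test). Besides genes of Fig. S3C they included Klf4, with a peak on chromosome 4 from 55541701 to 55541928, 9340 bp upstream of the TSS, and a fold enrichment of 11.9. The LIF co-receptor gene Il6st had a fold enrichment of 9.90, Pecam1 9.52 and Nanog 4.76, the last 4540 bp upstream of the TSS. Dppa3 and Gdf3 were both counted through the same peak, on chromosome 6 from 122618128 to 122618242. Of 29 primed genes, 6 had a peak (6.44 in random lists, adjusted permutation p = 1), among them Etv5 in intron 5 (fold enrichment 11.2), Utf1 (8.89), Etv4 in intron 5 (7.53) and the DNA methyltransferase gene Dnmt3a in intron 6 (6.20). Fgf5, a primed marker, and Sox2 had no peak within 50 kb. Of 13 genes used in both states, 4 had a peak (3.05 in random lists, adjusted permutation p = 1), namely Mbd3, Sall4, Smarca4 and Pou5f1, whose 14 peaks lie where the background was 8.21 to 29.5 times the median of the list. The 22 peaks near naïve genes had a median fold enrichment of 6.06, and 5 of them, or 22.7% (95% Wilson interval 10.1 to 43.4%), held TGASTCA. Naïve genes had a peak more often than primed genes (odds ratio 3.83, p = 0.032, two-sided Fisher's exact test). In the same exact test this difference was not past the threshold at 5 kb (odds ratio 3.94, p = 0.063), with GREAT's domains (3.52, 0.051), with the nearest TSS (2.80, 0.068), with the 8083 higher-scoring peaks (2.00, 0.48), at 50 kb (1.88, 0.39) or, chosen after seeing the data, without the genes of Fig. S3C (2.95, 0.13). The call of the naïve list itself (ratio to random lists 2.25) ended at 5 kb (2.02, adjusted permutation p = 0.12), with the 8083 higher-scoring peaks (1.69, 0.49) and without the genes of Fig. S3C (10 of 23 genes, 1.93, 0.095), and held with the nearest TSS (24 of 32 genes, 2.30, 0.00095), with GREAT's domains (26 genes, 1.80, 0.0013) and at 50 kb (25 genes, 1.48, 0.022). Primed genes lay above random lists at 50 kb (ratio 1.25), with the nearest TSS (1.68), with GREAT's domains (1.28) and matched on gene density (1.01), though not past the threshold, and the genes of both states passed with the nearest TSS (adjusted permutation p = 0.016) and GREAT's domains (0.042). From the overlap of c-Jun peaks with regions that close in the primed state, the enhancer histone marks that these regions carry in ESCs and lose in EpiSCs, their motifs and the binding of naïve factors to them in ESCs, the paper concludes that c-Jun binds silenced naïve enhancers in EpiSCs; the chromatin accessibility data were not analysed here.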

We next looked if the loss of c-Jun altered chromatin at C3 in the c-JunKO EpiSC-like cells. Surprisingly, although consistent with the phenotype that c-Jun has minimal effects on EpiSCs, c-Jun deficiency had only a minimal impact on C3 loci closure during NPT (Fig. 1B). There was however a significant (if modest) increase in chromatin accessibility in the c-JunKO EpiSC-like cells (red dash line, Fig. 3G). This suggests that the C3 loci may be slightly more prone to opening, which may help explain why the loss of c-Jun promotes the PNT.

### c-Jun inhibits naïve loci opening during primed to naïve transition

To directly test the function of c-Jun in the primed to naïve transition (PNT), we analyzed the transcriptome and found that c-Jun deficiency promotes the up-regulation of 3746 genes during the PNT, amongst which 1688 genes are highly expressed in ESCs, and activated in c-Jun knock out cells at PNT day 3 (D3) (Additional file 1: Fig. S4A, B). Gene ontology analysis showed that those genes are involved in transcription, histone modification and stem cell population maintenance, and inner cell mass cell proliferation, and includes naïve-specific or embryonic-specific genes such as Dppa5a, Zfp42, Klf4, Gdf3, Kdm3a, Kdm5b, Sap30, Sall4 (Additional file 1: Fig. S4C, D). When we looked at chromatin accessibility dynamics, we found that c-Jun deficiency also promoted the opening of naïve-related loci, especially amongst the C3 group (Fig. 4A). For example, enhancers close to the Dppa5a and Zfp42 genes undergo considerably faster opening in the c-JunKO cells, compared to the wild type cells at day 3 (D3) (Fig. 4B). These changes in chromatin accessibility were accompanied by similarly rapid inductions of gene expression (Fig. 4B).

**Fig. 4:**
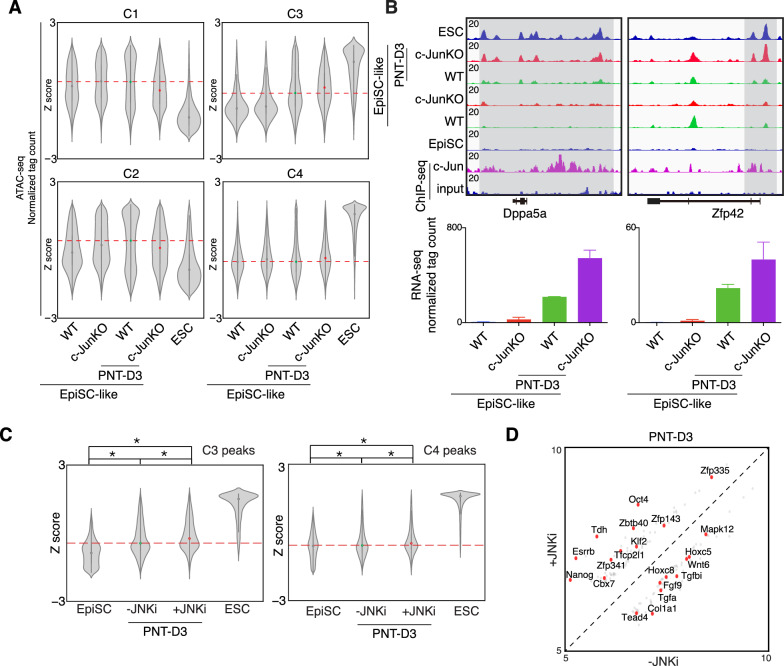
c-Jun represses PNT by maintain the closed naïve enhancers. **A**. Violin plots for the normalized ATAC-seq tag density for all peaks within the indicated primed (C1 and C2) and naive (C3 and C4) groups in WT EpiSC-like, c-Jun knock out EpiSC-like, PNT-D3 WT EpiSC-like, PNT-D3 c-Jun knock out EpiSC-like and ESC. D = day. Data were converted to a Z score based on the row-wise SD for each peak. **B**. Selected genome views for the ATAC-seq data and c-Jun ChIP-seq data in EpiSC, WT EpiSC-like, c-Jun knock out EpiSC-like, PNT-D3 WT EpiSC-like, PNT-D3 c-Jun knock out EpiSC-like and ESC. D = day. Genome views: Dppa5a (chr9:78,363,039–78,377,161), Zfp42 (chr8:43,293,267–43,309,209). The RNAseq expression values for the respective genes is shown in the bar plot below the genome view. RNA-seq data are from 2 biological replicates, expression units are in normalized tag counts. **C**. Violin plots for the normalized ATAC-seq tag count for the ATAC-seq data for C3 peaks, for EpiSC, PNT-JNKi-D3, PNT + JNKi-D3 and ESC. Data were converted to a Z score based on the row-wise SD for each peak. P value was from a Mann–Whitney U test. * means P < 0.0005. **D**. Scatterplot showing the difference between transcriptional profiles with or without JNKi at day 3 (D3) in PNT. JNKi promotes naive marker genes Nanog, Esrrb, Tfcp2l1 and Klf2 activation during PNT

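The windows of Fig. 4B hold 2 c-Jun peaks in EpiSCs at Dppa5a and 1 at Zfp42, and 87 and 94 of 1000 shifted lists had a peak in them. The summit of the larger Dppa5a peak, between genes, was at 78371601 of chromosome 9 (mm10), and the reference sequence from 78371581 to 78371621 is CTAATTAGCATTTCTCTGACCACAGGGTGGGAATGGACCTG. Its closest match to the AP-1 site was TGAGCCA from 78371353, with 1 mismatch. The second Dppa5a summit was at 78372569 in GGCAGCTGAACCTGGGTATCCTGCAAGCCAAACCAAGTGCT, and the closest match, TGACACA from 78372682, also had 1 mismatch. In intron 1 of Zfp42 the summit was at 43305725 of chromosome 8 in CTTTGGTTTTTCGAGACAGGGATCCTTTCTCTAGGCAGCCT. The closest match there, CGAGACA from 43305716, had 2 mismatches. By the q-value in the authors' deposited table the larger Dppa5a peak had 5.01% of the list above it, the second Dppa5a peak 52.7% and the Zfp42 peak 93.8%. A match with at most 1 mismatch was common, in the central 200 bp of 76.8% of all EpiSC peaks and 46.9% of their flanks.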

As we have shown that JNKi could promote PNT efficiency (Fig. 2), we also performed ATAC-seq in the JNKi-treated cells. The ATAC-seq data shown that JNKi also accelerate the opening of the C3 peaks (Fig. 4C). Consistently, JNKi activates the expression of Esrrb, Tfcp2l1, Klf2, Nanog in advance of the untreated PNT cells (Fig. 4D). These results indicate that loss of c-Jun or inhibition of JNK leads to a more rapid opening of chromatin at naïve-specific enhancers, and especially at the C3 group of genomic loci.

### Esrrb promotes PNT by opening c-Jun locked naïve loci

Our data suggest that c-Jun is required to suppress a class of naive-specific enhancers in EpiSCs, and the loss of c-Jun leads to priming of those loci and more rapid opening and gene expression in the PNT. To explore this further, we looked at the C3 loci, which were also enriched with the naïve-specific TFs Klf4, Esrrb, Nr5a2 and Tfcp2l1 (Fig. 3E, F). These four TFs have been implicated in earlier reports to mediate the PNT [20, 23, 24, 34]. Thus, we hypothesized that the loss of c-Jun primed the C3 group of loci and allowed easier access for these naïve-specific TFs. We co-transfected PiggyBac (integration-capable) plasmids bearing one of Esrrb, Klf4, Klf2, Nr5a1, Sox2 or Tfcp2l1 into EpiSCs, and then performed PNT. PNT was quantified by flow cytometry of the number of GFP + cells on day 3 (D3). Of the factors we transfected, Esrrb, Klf4, Klf2 and Nr5a1 could improve PNT, albeit to varying degrees of efficiency (Additional file 1: Fig. S5A, B). Interestingly, Esrrb could accelerate the PNT, and up to 15% of cells were Oct4-GFP-positive by day 3 (D3) (Additional file 1: Fig. S5B). Conversely, transfection of Sox2 and Tfcp2l1 could not improve the PNT (Additional file 1: Fig. S5B). To help explain the apparent differences in efficiency between the transgenes, we generated ATAC-seq data for all 6 factors during the PNT, and looked at the chromatin accessibility of C3 peaks at day 3 (PNT-D3). We found that, in agreement with the PNT efficiencies, Esrrb promoted the opening of C3 peaks more efficiently, while the others transgenes were less capable or were inefficient (Additional file 1: Fig. S5C). Overall, these results suggest that the loss of c-Jun primes naïve loci for opening, which leads to accelerated chromatin changes in combination with naïve-specific TFs (Additional file 1: Fig. S5D).

### c-Jun regulates chromatin accessibility in EpiSCs

As we have shown c-Jun is not needed for the NPT, but it impedes the PNT and chromatin is more accessible in EpiSC-like cells when c-Jun was knocked out (Figs. 3G, 4A). This suggests that c-Jun might regulate EpiSC cell fate by locking naïve-specific enhancers. 

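c-Jun peaks in EpiSCs lay mostly in introns and between genes, and peaks at promoters were few but more frequent than chance. Of 16166 peak centres, 9.84% (95% Wilson interval 9.39 to 10.3%) lay at promoters, against a mean of 1.28% when the list was shifted along the chromosomes. Gene bodies outside promoters held 48.8% (48.0 to 49.6%, 41.2% in shifted lists), of which 90.2% were in introns and 4.69% in coding exons. The remaining 41.4% (40.6 to 42.1%, 57.5% in shifted lists) lay between genes. Each share was outside the range of 1000 shifted lists. Promoter peaks held TGASTCA less often, at 16.3% (14.6 to 18.2%), than peaks in gene bodies, at 48.7% (47.6 to 49.8%), or between genes, at 49.5% (48.3 to 50.7%). The CRE-type site TGACGTCA was present in 7.11% (5.94 to 8.48%) of promoter peaks and 1.71% (1.45 to 2.02%) of peaks in gene bodies. Of all peaks, 32.0% lay within 10 kb of a TSS of a protein-coding gene.

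**Figure D4:**
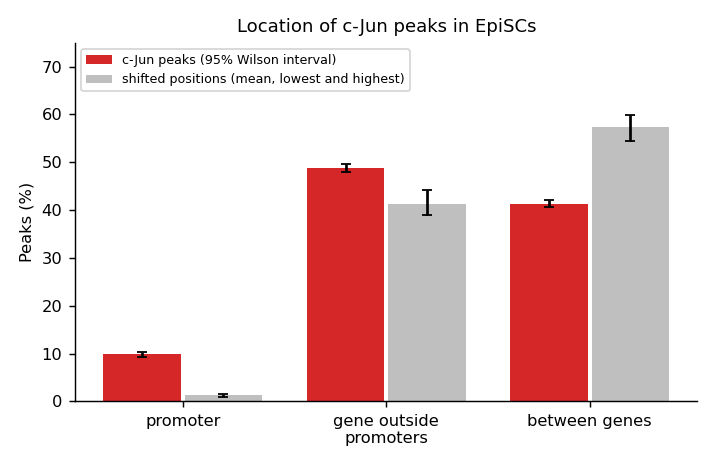
The y axis is the percentage of c-Jun peaks in EpiSCs by location, red bars are the peaks with 95% Wilson intervals and grey bars shifted positions with their mean, lowest and highest value. Promoters hold 9.84% of the peaks and 1.28% of shifted positions.

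A promoter was 1000 bp upstream to 100 bp downstream of a RefSeq TSS, HOMER's default. With 5 kb upstream to 1 kb downstream the promoter share was 19.6%, and with GENCODE transcripts and 1 kb on both sides, chosen after seeing the data, 15.8%.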

To study the mechanistic role of c-Jun in EpiSCs, we analyzed c-Jun ChIP-seq data in EpiSCs and found that the distribution of c-Jun appears to mainly localize at intragenic (39%) or intergenic (37%) regions at with only 16% at promoter regions. With a combined ~ 76% outside of coding regions [10], we hypothesized that c-Jun may participate in the regulation of chromatin dynamics in EpiSCs. However, the genome-wide pattern of chromatin accessibility was correlated between c-JunKO EpiSC-like cells, WT EpiSC-like cells and EpiSC (Additional file 1: Fig. S1D). When we looked at the accessibility of naïve and primed peaks in the c-JunKO EpiSC-like cells and WT EpiSC-like cells (peaks defined in Fig. 3A), we found the accessibility increased in both primed and naive peaks when c-Jun was knocked out (Fig. 5A, B). Among the C1 ~ C4 peaks, C1 and C3 were bound by c-Jun and the chromatin accessibility was elevated in the c-Jun knockout. This was especially evident in the C3 peaks which we previously identified as naïve-specific and bound by c-Jun (Figs. 3C, 5B, top-right). Meanwhile, C2 and C4 loci, which were not bound by c-Jun (Fig. 3C), also shown elevated levels of accessible chromatin in c-JunKO EpiSC-like cells (Fig. 5A, B). These data suggest that c-Jun is regulating chromatin at a specific subset of naïve-specific loci, and the loss of c-Jun leads to incomplete chromatin closure.

**Fig. 5:**
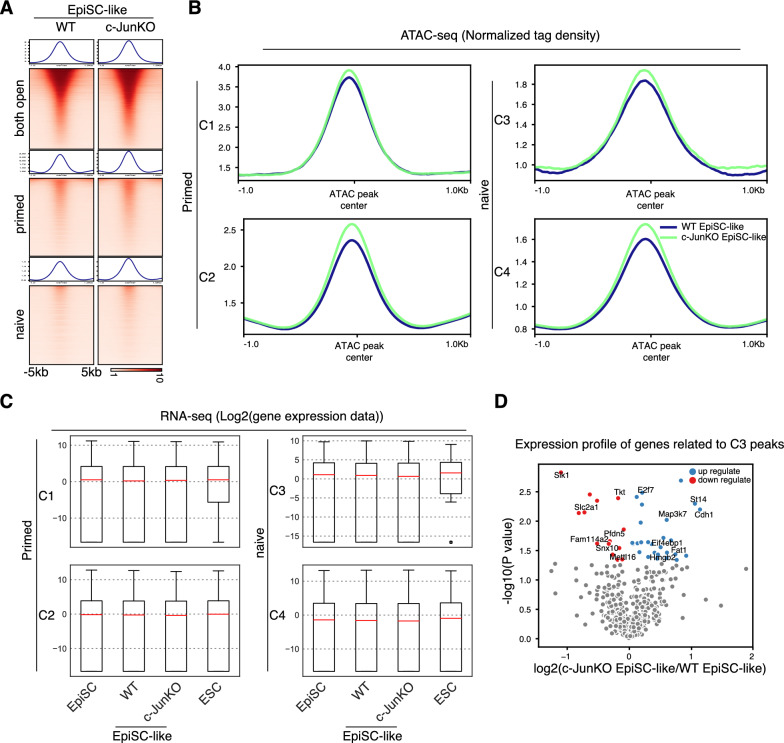
c-Jun regulates chromatin accessibility in EpiSCs. **A**. Heatmap of sequence read density for ATAC-seq data in EpiSC-like and c- Jun knock out EpiSC-like signal on both open, primed open and naive open category defined in Fig. 3A, ranked by mean signal strength. Windows are centered on the ATAC-seq peak summit. Each row of the heatmap is a genomic locus. **B**. Pileup of ATAC-seq read density at the naive and primed peaks in EpiSClike and c-Jun Knock out EpiSC-like. **C**. Boxplot of the expression level for all genes with a TSS within 10 kb of an ATAC-seq peak in C1 ~ C4 loci. Data were converted to a log2 value for each gene. **D**. Volcano plot show the expression of the genes related to C3 peaks, mapping the high expressed genes in EpiSC-like (left) and high expressed genes in c- JunKO EpiSC-like (right)

We next looked at the impact of the loss of c-Jun and changes in chromatin on gene expression. At the transcriptome level, we overlapped the genes annotated within 10 kb of a loci in C1 ~ C4 loci and shown similar expression pattern in EpiSC, EpiSC-like cells and c-JunKO EpiSC-like cells (Fig. 5C and Additional file 1: Fig. S1B). When detailed analysis the gene related to C3 locus, less genes were activated in c-Jun knockout EpiSC-like cells, such as Cdh1, E2f7 and Fat1 were up-regulated when c-Jun defect (Fig. 5D). These results indicate that c-Jun is required to maintain closed chromatin at a class of naïve-specific genes. Loss of c-Jun induces leaky expression of these genes which helps potentiate the EpiSCs for the PNT.

Collectively, our data indicate that c-Jun plays a stabilizing role in locking the silenced state of naïve loci in the primed state, and this helps block the primed to naïve transition and maintain EpiSCs cell identity (Fig. 6).

**Fig. 6:**
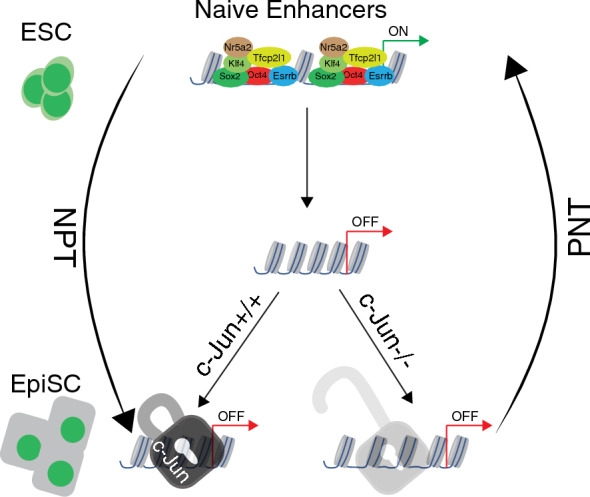
c-Jun functions as a lock to maintain closed naïve enhancers and represses the PNT. A model depicting the chromatin accessibility dynamics in naive to primed transition (NPT) and primed to naive transition (PNT). During NPT naïve enhancers were closed and bound by c-Jun. c-Jun functions as a lock to keep the naive enhancers in a closed state. However, if c-Jun is removed, the lock is loosened and the closed naive enhancers are primed and ready to recruit key naive-specific TFs to reactivate the naive gene regulatory network during the primed EpiSC to naive ESC transition

## Discussion

c-Jun is a key somatic factor that is expressed at low levels during early embryogenesis and is upregulated as cells commit to a somatic state. We have previously shown that c-Jun acts as a barrier to somatic cell reprogramming [4]. Here, we show that c-Jun can also block the primed to naïve transition (Fig. 6). Naïve cells roughly correspond to the early ICM, whilst primed cells correspond to the later epiblast, although the match is not perfect [16]. In mouse development, these two stages are only a few days apart but they are accompanied by significant changes in chromatin and transcriptome organization [37]. Many of these changes appear to be mimicked in the naïve ESCs and the primed EpiSCs [16, 38]. Crucially, whilst the NPT mimics a natural developmental pathway, the PNT is an artificial conversion with no in vivo developmental mimic. Here, we show that c-Jun erects an epigenetic barrier to the PNT, but is permissive to the NPT. Mechanistically, we show that c-Jun has no role in the NPT, but in the primed EpiSCs it is bound to naive-specific chromatin loci and acts to keep the chromatin closed at these loci (Figs. 3C, 5D). Loss of c-Jun through inhibition or knockout is not alone capable of initiating the PNT (Figs. 1H, 2B), but it does potentiate the cells for more efficient PNT as those naïve-specific loci now have more accessible chromatin, leaky RNA expression, and naïve-specific TFs can be more readily recruited to these loci to reactivate the naïve gene expression program. Interestingly, we also found that different EpiSC cell line showing different reprogramming efficiency, suggest a heterogeneity between EpiSC cell lines (Fig. 2C, D).

The finding that deletion of c-Jun activates silenced naïve enhancers and thus accelerates the primed to naïve transition suggests a direct repressive function of c-Jun (Fig. 4A). c-Jun has also been reported as a barrier to induce human stem cell differentiation into definitive endoderm (DE) and the repression of c-Jun with JNKi improves DE generation [5]. However, JNKi has also been reported to promote primed human ESCs reprogramming to naïve hESCs [39, 40], which is somewhat contradictory to the finding here, although this may reflect the confusing status of human naïve cells [17] or species-specific differences.

In chromatin dynamics, c-Jun has both activatory and inhibitory function that is context-dependent. As in the reprogramming of somatic cells into iPSCs, the c-Jun/AP-1 motif is enriched in active somatic enhancers [8, 9], and high expression of c-Jun can maintain the accessibility of somatic enhancers [9]. Ultimately, this suggests that c-Jun can have powerful activatory action on gene expression, however, there is also evidence for a repressive role for c-Jun. When c-Jun N-terminal phosphorylation is blocked by JNK inhibitors, c-Jun can recruit Mbd3/NuRD to AP-1 target genes and thus silence gene expression [12]. Overall, a detailed understanding of the activatory and repressive functions of c-Jun and how it modulates chromatin accessibility will shed light on why c-Jun is a crucial regulator of cell fate decisions and tumorigenesis [41–43].

Overall, our work shows how c-Jun can erect an epigenetic barrier that blocks the in vitro cell type conversion or primed EpiSCs to naïve ESCs. c-Jun helps maintain closed chromatin at naïve-specific genes, to impair the backward reversion of primed cells back to the naive state and is presumably one of several systems that overlap to block the PNT [20, 23, 24, 34]. Consequently, c-Jun helps construct a one-way developmental valve to control the direction of cellular development.

## Materials and methods

### Cell culture

HEK293T cells were cultured in high glucose DMEM supplemented with 10% fetal bovine serum (FBS, NATOCOR), GlutaMAX (GIBCO) and non-essential amino acids (NEAA, GIBCO), Mouse ESCs were cultured in 0.1% gelatin-coated plates with naïve N2B27 + 2iL medium (50% (v/v) DMEM (Hyclone), 50% (v/v) KnockOut DMEM (GIBCO), N2 (GIBCO), B27 (GIBCO), NEAA (GIBCO), GlutaMAX (GIBCO), PD0325901 (1 μM, In house-synthesized), CHIR99021 (3 μM, In house-synthesized), LIF (10 ng/ml, In house-synthesized)). HEK293T were purchased from ATCC (CRL-1126). mESCs were derived in-house. All of the cell lines have been confirmed as mycoplasma contamination-free with the MycoAlert Mycoplasma Detection Kit (Lonza, LT07-318).

### ESC derivation and culture

ESCs were derived from E3.5 mouse embryos from 129 female mice crossing male OG2 mice. Naïve ESCs were maintained in serum coated wells, and were removed and then washed the dish three times with DPBS before seeding naïve ESCs onto fresh wells. N2B27 + 2iL medium which comprised KnockOut DMEM (Gibco)/high glucose DMEM (Hyclone) (1:1) with N2 (200 × , Gibco), B27 (100 × , Gibco), NEAA (100 × , Gibco), GlutaMAX(100 × , Gibco), 0.1 mM 2-mercaptoethanol, 1000 U/ml LIF, 3 uM Chir99021 and 1 uM PD0325901 was used for naïve ESCs culture. ESCs were passaged every two to three days as single cells with Trypsin–EDTA (0.25%).

### EpiSCs derivation and culture

EpiSCs were derived from ~ E5.5 mouse embryos from 129 female mice crossed with male OG2 mice. EpiSCs were maintained on feeders in an optimized KFN medium which comprised KnockOut DMEM-F12 (Gibco)/Neurobasal (Gibco) (1:1) with N2 supplement (200 × , Gibco), B27 supplement (100 × , Gibco), NEAA (100 × , Gibco), GlutaMAX (100 × , Gibco), Lactalbumin hydrolysate (1 mg/ml, Gibco), 100 mM 2-mercaptoethanol, 20 ng/ml Activin A and 20 ng/ml bFGF. For feeder-free culture, EpiSCs were maintained in serum-coated wells, and serum was removed and then the well was washed three times with DPBS before replating the EpiSCs. EpiSCs were also grown feeder-free in FN medium, comprised of F12 (Ham’s F12, Gibco)/Neurobasal (Gibco) (1:1) with N2 (200 × , Gibco), B27 (100 × , Gibco), NEAA (100 × , Gibco), GlutaMAX (100 × , Gibco), BSA (1 mg/ml, Gibco), 100 mM 2-mercaptoethanol, 20 ng/ml Activin A and 20 ng/ml bFGF was used for EpiSCs culture. EpiSCs were passaged every 2 to 3 days as small clumps with 1.5 mg/ml Collagenase IV (Invitrogen 17104–019) or as single cells with Accutase (Sigma-A6964). For single-cell passaging, 10 µM Y-27632 was added in the medium on the first day to maintain high levels of EpiSCs survival.

### Induced ESCs into EpiSC-like cells (NPT)

To differentiate ESCs into EpiSC-like cells [27, 28], ESCs were digested to single cells and replanted in serum serum-coated 6-well plate at a density of 1 × 10^4^ per well. After 8 h, the ESCs culture medium was removed, and cells were washed with DPBS twice carefully. FN medium-plus XAV939 (2 µM) and IWR-1 (2.5 µM) was used to convert ESCs to EpiSC-like cells. FN + X/I medium was changed every day, and EpiSC-like colonies emerged at days 4–5. EpiSC-like cells were cultured feeder-free in EpiSC medium (FN medium) and passaged every 2 to 3 days in the same way that EpiSCs were passaged.

### Generation of Klf4-transgenic EpiSCs (KEpiSCs) lines

To establish Klf4-transgenic EpiSCs lines, lentiviruses were prepared by transfecting pRlenti-Klf4-IRES-neo vector into HEK293T cell line using calcium phosphate method. EpiSCs were digested with Accutase and replanted in serum coated 12-well plate at a density of 3 × 10^4^ per well 24 h before infection. Lentiviruses supernatants supplemented with 4 μg/ml polybrene were used to infect EpiSCs. Fresh EpiSC culture medium was changed after 12 h’ infection. To select for stable Klf4-expression cell lines, 400 μg/ml G418 was applied for at least 2 weeks.

### Resetting EpiSCs into a naïve state (PNT)

To reset EpiSCs (including EpiSC-like) into a naïve ES-like cells, the EpiSCs were digested with Accutase and replanted in serum coated 24-well plate at a density of 1.2 × 10^4^ per well, and maintained in FN medium plus 10 µM Y-27632. After 24 h, the medium was replaced with iCD1 [30] medium containing JNK inhibitor SP600125 at the final concentrations of 2 μM, 4 μM and 6 μM. The medium was changed every day, and GFP positive colonies were analyzed under the microscopy at resetting day3.

### Generation of knock out ESCs

c-Jun-/- ESCs and EpiSCs were generated by CRISPR/Cas9, and pairs of sgRNA were used to deletion the target exons. sgRNA1: ggctgtgcgcagaagtttcg; sgRNA2: gacaaacttgagaacttgac.

### Generation of chimera mice

For the generation of chimaeras, reset iPSCs lines were injected into CD-1 blastocysts and followed by implantation into pseudopregnant CD-1 female mice. Chimeric mice could be identified by coat color. Germline transmission of the chimera mice was determined by breeding F2 mice to CD-1 mice. All of the animal experiments were performed with the approval and according to the guidelines of the Animal Care and Use Committee of the Guangzhou Institutes of Biomedicine and Health.

### Karyotype analysis

Cell cultures were prepared to give a 70 ± 80% confluence on the day of sampling. After 1–2 h incubation with fresh medium which was added a Colcemid solution at a final concentration of 0.02 mg/ml. Then the cells were washed in PBS, trypsinized and spun down. To obtain a single-cell suspension, the pellet was re-suspended in hypotonic solution (0.075 mol/L KCl) and left at 37 ℃ temperature for 18–20 min. After spinning and removing the hypotonic solution, 1 mL of ice-cold fixative (3:1 methanol: acetic acid) was added dropwise to the suspension, left at 37 ℃ temperature for 40 min and then spun down. Finally, the pellet was re-suspended in a final volume of 1 mL fixative. The cells were then dropped onto trypsin Solution (per 55 ml saline solution with 0.03 g Pancreatin) washed slides and stained with Giemsa. The number of chromosomes, as well as the presence of structural chromosomal abnormalities, was examined.

### Flow cytometry

Intermediate cells undergoing the PNT at day 3 were digested by 0.25% trypsin, and washed with PBS. The cells were resuspended in flow cytometry buffer (PBS with 2% FBS) and analyzed with Accuri™ C6 Plus (BD Biosciences). The FACS data was analyzed with FlowJo software.

### Immunobloting

Cells were collected and lysed in lysis buffer supplemented with protease inhibitor cocktail on ice for 10 min, then boiling the cells in 100 ℃ for 10 min. After centrifugation, the cell supernatants were subjected to SDS-PAGE and incubated with c-Jun and GAPDH antibodies. The following antibodies were used in the project: anti-c-Jun (CST no.9165, 1:3000), and anti-GAPDH (Bioworld, AP2063, 1:3000).

### Immunofluorescence

Cells growing on coverslips were washed 3 times with PBS, then fixed with 4% PFA for 30 min, and subsequently cell membranes were penetrated with 0.1% Triton X-100 and blocked with 3% BSA for 30 min at room temperature. Cells were then incubated with c-Jun antibody for 1 h. After 3 washes in PBS, followed by 1 h of incubation in secondary antibodies, cells were incubated in DAPI for 1 min. Then the coverslips were mounted on the slides for observation on a confocal microscope (Leica). The following antibody was used in this project: anti-c-Jun (CST no.9165, 1:100).

### Quantitative PCR and RNA-seq

Total RNAs were extracted by a chloroform-isopropanol method. For quantitative PCR, the first-strand cDNAs were synthesized with ReverTra Ace (Toyobo) and oligo-dT (Takara) and then performed on a CFX96 real-time system (Bio-Rad) with SsoAdvanced™ Universal SYBR^®^ Green Supermix (Bio-Rad). For RNA-seq, RNA-seq libraries were prepared following the instructions of VAHTS mRNA-seq V2 Library Prep Kit for Illumina (NR601, Vazyme). The libraries were quantified with Qubit and sequenced on a NextSeq 500.

### ATAC-seq

ATAC-seq was performed as previously described [31, 32]. Briefly, 50,000 cells were washed with 50 μl cold PBS and resuspended in 50 μl lysis buffer (10 mM Tris–HCl pH 7.4, 10 mM NaCl, 3 mM MgCl2, 0.2% (v/v) IGEPAL CA-630). The suspension of nuclei was then centrifuged for 10 min at 500 g at 4 °C, followed by the addition of 50 μl transposition reaction mix (25 μl TD buffer, 2.5 μl Tn5 transposase and 22.5 μl nuclease-free H_2_O) of Nextera DNA library Preparation Kit (96 samples) (FC-121-1031, Illumina). Samples were then PCR amplified and incubated at 37 °C for 30 min. DNA was isolated using a MinElute Kit (Qiagen). ATAC-seq libraries were first subjected to 5 cycles of pre-amplification. To determine the suitable number of cycles required for the next round of PCR, the libraries were assessed by quantitative PCR as described [32], and the libraries were then PCR amplified for the appropriate number of cycles according to the qPCR results. Libraries were purified with a Qiaquick PCR (Qiagen) column, and the libraries concentration were measured using a KAPA Library Quantification kit (KK4824) according to the manufacturer’s instructions. Finally, the ATAC libraries were sequenced on NextSeq 500 sequencing platform using a NextSeq 500 High Output Kit v2 (150 cycles) (FC-404-2002, Illumina) according to the manufacturer’s instructions.

### ChIP-seq

c-Jun ChIP was performed as described previously [4]. Every 1 × 10^9^ EpiSCs were fixed in 8.75 ml DMEM/F12 with 1% formaldehyde for 15 min at room temperature with rotation and then followed by the reaction with 0.125 M glycine. Cells were then lysed in ChIP-buffer A (50 mM HEPES–KOH, 140 mM NaCl, 1 mM EDTA (pH 8.0), 10% glycerol, 0.5% NP-40, 0.25% Triton X-100, 50 mM Tris–HCl (pH 8.0), and protease inhibitor cocktail) for 10 min at 4 °C. Samples were centrifuged at 1,400 g for 5 min at 4 °C. Pellets were lysed in ChIP-buffer B (1% SDS, 50 mM Tris–HCl (pH 8.0), 10 mM EDTA and protease inhibitor cocktail) for 5 min at 4 °C. The DNA was fragmented to 100–500 bp by sonication and then centrifuged at 12,000 g for 2 min. The supernatant was diluted with ChIP IP buffer (0.01% SDS, 1% Triton X-100, 2 mM EDTA, 50 mM Tris–HCl (pH 8.0), 150 mM NaCl and protease inhibitor cocktail). Immunoprecipitation was performed with 2 µg rabbit anti-c-Jun antibody (Abcam, ab31419) coupled to Dynabeads with proteinA/G overnight at 4 °C. Beads were washed, eluted and reverse cross-linked. DNA was extracted by phenol/chloroform for sequencing. The ChIP DNA library was constructed with VAHTS Universal DNA Library Prep Kit for Illumina (Vazyme Biotech, Nd604) according to the manufacturer’s instructions. The DNA libraries were quantified and tested by qPCR with positive primers to assess the quality of the library. Then, libraries were sequenced on an Illumina NextSeq 500 instrument using 75 bp paired-end reads.

### RNA-seq analysis

RNA-seq was processed as described in [9]. All sequencing data were mapped to the mm10 mouse genome assembly using bowtie2 with the options –very-sensitive. samtools was used remove low quality mapped reads with options view –q 35 and only unique reads were kept. We removed mitochondrial sequences using ‘grep –v ‘chrM’’. Biological replicates were merged, and peaks were called using dfilter [44] (with the settings: -bs = 100 –ks = 60 –refine –std = 5). BigWig files were produced using genomeCoverageBed from bedtools (scale = 10^7^/ < one sample’s total unique reads >) and then bedGraphToBigWig. Gene ontology and gene expression measures were called by first collecting all transcription start sites within 10 kb of an ATAC-seq peak, and then performing GO analysis with goseq [45], or measuring gene expression. Other analysis was performed using glbase [46]. Gene ontology analysis was performed using DAVID [47, 48] with default settings.

### Re-calling weak peaks from the ATAC-seq data

Peaks recalling is based on the method we previously described [9]. Briefly, when dfilter is used to discover peaks, as described above, it is generally conservative, and will not call a weak peak. Hence, we ‘re-call’ all peaks by measuring the sequence tag density in all ATAC-seq libraries, for all possible peaks in any other ATAC-seq library, irrespective of which library the peak was called in by dfilter [46]. Then we get a superlist of all possible peaks in any library, and based on our previous analysis we used an arbitrary minimum threshold of 0.2734 to filter out false peaks, if the ATAC-seq is below this value it is annotated as ‘closed’ and above ‘open’. This led to more accurate peak calling, as weak peaks rejected by dfilter could be recovered as a real peak. All downstream analysis is based on this new peak list.

### ChIP-seq data analysis

Reads from ChIP-seq experiments were mapped to the mouse genome (mm10) using Bowtie2 (-very-sensitive), as described for ATAC-seq data, and only the uniquely mapped reads were kept for further analysis. Peaks were called using MACS2 [49] software with the default parameters.

### Computational analysis of TF binding sites and open chromatin regions

Motif analysis was performed by HOMER [50] with default settings. Motifs were only kept if the P value was < 0.01 and (< percent of target > / < percent of background >) was > 1.5. Annotation of the ChIP-seq/ATAC-seq peaks/open chromatin to genes was performed by HOMER [50] using default settings. Gene ontology analysis of ChIP-seq binding or open chromatin was performed using GREAT [36] with default settings.

### Statistical analysis

For ATAC-seq data analysis, comparisons between two groups were made using Mann–Whitney U test. For the comparisons of reprogramming efficiency between two samples were made using a t-test.

### Supplementary Information

**Additional file 1: Figure S1.** The binding profile of c-Jun in EpiSC. A. Schematic shows the knockout targeting strategy for c-Jun. The CRISPR/Cas9 was applied to produce specific double-strand breaks and deletion c-Jun protein-coding sequence. B. Scatter plot showing the values of log2(FPKM) for each gene in EpiSC (Xaxis) versus the EpiSC-like cells (Y-axis) and c-JunKO EpiSC-like cells (Y-axis). C,D. Hierarchical clustering of the pairwise (Pearson) correlation between RNA-seq data and ATAC-seq data in ESC, naïve to primed transition time course samples (NPT-D1~NPTD5), EpiSC-like cells and EpiSC. Data were clustered based on a Euclidean distance matrix and complete linkage. **Figure S2.** Set up primed to naïve transition (PNT) system. A. Schematic diagram depicts the reprogramming process from primed to naive transition (PNT). B. Representative fields show EpiSC and kEpiSC (EpiSC transfected with Klf4). Klf4 is only expressed in kEpiSC shows below. C. qRT-PCR analysis for the expression of Klf4, Fgf5, Oct4, Nanog, Esrrb, Sox2 with two replicates in EpiSC, kEpiSC and ESC cell lines. D. Phase and GFP images of representative %15FBS+2i+Lif, N2B27+2i+Lif and iCD1 induced PNT at D3. D=day. Scale bar=100 μm. E. Flow cytometry analysis Oct4-GFP reporter of three reprogramming mediums. F. qRT-PCR analysis the pluripotent gene expression value under indicated culture medium. Data are from two biological replicates and shown as the mean±SEM. G, GFP positive colonies of WT kiEpiSCs and c-Jun-/- kiEpiSCs, Atf3-/- kiEpiSCs, Fosl2-/- kiEpiSCs induced with or without JNKi for 3 days. Data were from 4 biological replicates in 2 independent experiments and shown as the mean±SEM. ** indicates P value < 0.005, t test analysis between the knock out cell lines with WT kiEpiSCs. H, c-JUN was transfected into kEpiSC and then performed PNT experiment under iCD1 plus JNKi medium. D=day, Scale bar=200μm. I, Bar chart showing the percentage of cells GFP+ were significantly decreased during PNT when c-JUN was over-expressed. Data were from 12 biological replicates in 3 independent experiments and shown as the mean±SEM. *** indicates P value < 0.001, t test analysis between c-JUN OE and control groups. **Figure S3.** c-Jun ChIPseq in primed EpiSC. A. Reads of c-Jun ChIP-seq data mapped to two strands are treated separately to build two coverage density profiles. B. A gene ontology (GO) term enrichment analysis on c-Jun binding genes with GREAT (35). C. In primed EpiSC, c-Jun binding is correlated with pluripotency genes that are highly expressed in naïve ESC but downregulated in primed EpiSC. The density of c-Jun binding was then averaged using a moving average window to visualize the binding density of c-Jun across the gene changes. Fold Change > 1 was used to screen high expression genes between two samples. D. Selected genomic views of the ATAC-seq data and ChIP-seq data, are shown for the indicated naïve peaks: Dppa5a (chr9:78,366,097-78,376,829), Zfp42 (chr8:43,291,353-43,309,179), Esrrb (chr12:86,460,691-86,522,913). E. Gene ontolEogy analysis of genes related to C3 peaks. **Figure S4.** Knock out c-Jun activates pluripotent genes during primed to naïve transition. A. Venn diagrams showing the overlap genes between high expression genes in ESC and up-regulated genes in c-Jun knock out primed to naïve transition (PNT) day 3 cells. Fold Change > 1 was used to screen high expression genes between two samples. B. Violin plots of the expression level for overlap genes (1688) in panel A. Data were converted to a Z score based on the row-wise SD for each gene. C. Gene ontology analysis of the overlap genes (1688) in panel A. Analysis was performed using DAVID. D. Heatmap showing the expression of 16 selected pluripotency genes from the overlap genes (1688) in panel A. RNA-seq data is shown as log2(Fold Change) relative to expression in EpiSC. The value of Log2(Fold Change) was shown in each block. **Figure S5.** Esrrb promotes PNT by opening c-Jun locked naïve loci A. Esrrb, Klf4, Klf2, Nr5a1, Sox2 and Tfcp2l1 were cloned into PiggyBac plasmid and each of the six PiggyBac plasmids was transfected into EpiSC and then perform PNT experiment. The number of iPSC colonies were count at PNTD3. D=day. Scale bar=100 μm. B. Bar chart showing the percentage of cells GFP+ (GFP expressed from the Oct4-GFP, OG2 reporter) during primed to naïve transition (PNT) by the defined TFs. Data are from 4 biological replicates in 2 independent experiments and are shown as the means ± SEM. C. Average ATAC-seq read density at C3 peaks in ESC, EpiSC and cells of primed to naïve transition (PNT) induced by each of the six TFs at day 3 (PNTD3). D. Working model of the naive TFs in reprogramming primed to naïve transition (PNT). Naïve TFs were binding to the closed naïve enhancers which bind by cJun and opening the silenced naïve enhancers to activate the pluripotent program.

## Data Availability

The RNA-seq data, ChIP-seq data and ATAC-seq data used in this study have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE127925, GSE127921 and GSE127920. All other relevant data are available from the corresponding author on request.

# Supplementary material for: c-Jun as a one-way valve at the naive to primed interface
**Source:** Cell Biosci. 2023 Oct 14;13:191. doi: 10.1186/s13578-023-01141-0
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. The binding profile of c-Jun in EpiSC. A. Schematic shows the knockout targeting strategy for c-Jun. The CRISPR/Cas9 was applied to produce specific double-strand breaks and deletion c-Jun protein-coding sequence. B. Scatter plot showing the values of log2(FPKM) for each gene in EpiSC (Xaxis) versus the EpiSC-like cells (Y-axis) and c-JunKO EpiSC-like cells (Y-axis). C,D. Hierarchical clustering of the pairwise (Pearson) correlation between RNA-seq data and ATAC-seq data in ESC, naïve to primed transition time course samples (NPT-D1~NPTD5), EpiSC-like cells and EpiSC. Data were clustered based on a Euclidean distance matrix and complete linkage. Figure S2. Set up primed to naïve transition (PNT) system. A. Schematic diagram depicts the reprogramming process from primed to naive transition (PNT). B. Representative fields show EpiSC and kEpiSC (EpiSC transfected with Klf4). Klf4 is only expressed in kEpiSC shows below. C. qRT-PCR analysis for the expression of Klf4, Fgf5, Oct4, Nanog, Esrrb, Sox2 with two replicates in EpiSC, kEpiSC and ESC cell lines. D. Phase and GFP images of representative %15FBS+2i+Lif, N2B27+2i+Lif and iCD1 induced PNT at D3. D=day. Scale bar=100 μm. E. Flow cytometry analysis Oct4-GFP reporter of three reprogramming mediums. F. qRT-PCR analysis the pluripotent gene expression value under indicated culture medium. Data are from two biological replicates and shown as the mean±SEM. G, GFP positive colonies of WT kiEpiSCs and c-Jun-/- kiEpiSCs, Atf3-/- kiEpiSCs, Fosl2-/- kiEpiSCs induced with or without JNKi for 3 days. Data were from 4 biological replicates in 2 independent experiments and shown as the mean±SEM. ** indicates P value < 0.005, t test analysis between the knock out cell lines with WT kiEpiSCs. H, c-JUN was transfected into kEpiSC and then performed PNT experiment under iCD1 plus JNKi medium. D=day, Scale bar=200μm. I, Bar chart showing the percentage of cells GFP+ were significantly decreased during PNT

Figure. S1 (Related to Figure 1)

**A B**

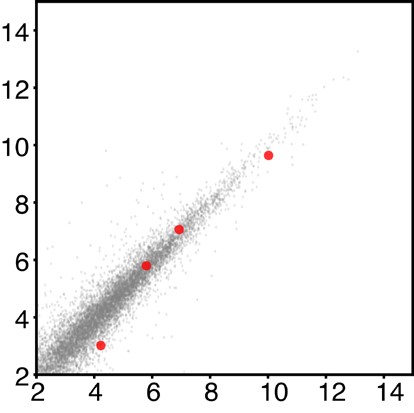

c-JunKO EpiSC-like

R=0.947

c-Jun

Fgf5

Nanog

Oct4

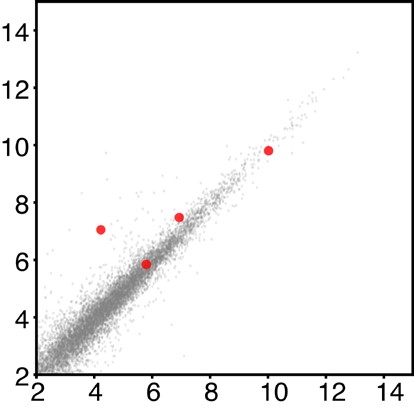

EpiSC-like

R=0.959

c-Jun

Fgf5

Nanog

Oct4

sgRNA1 sgRNA2

Exon

EpiSC-like

c-Jun

EpiSC EpiSC

**C D**

RNA-seq ATAC-seq

Correlation(pearson) Correlation(pearson)

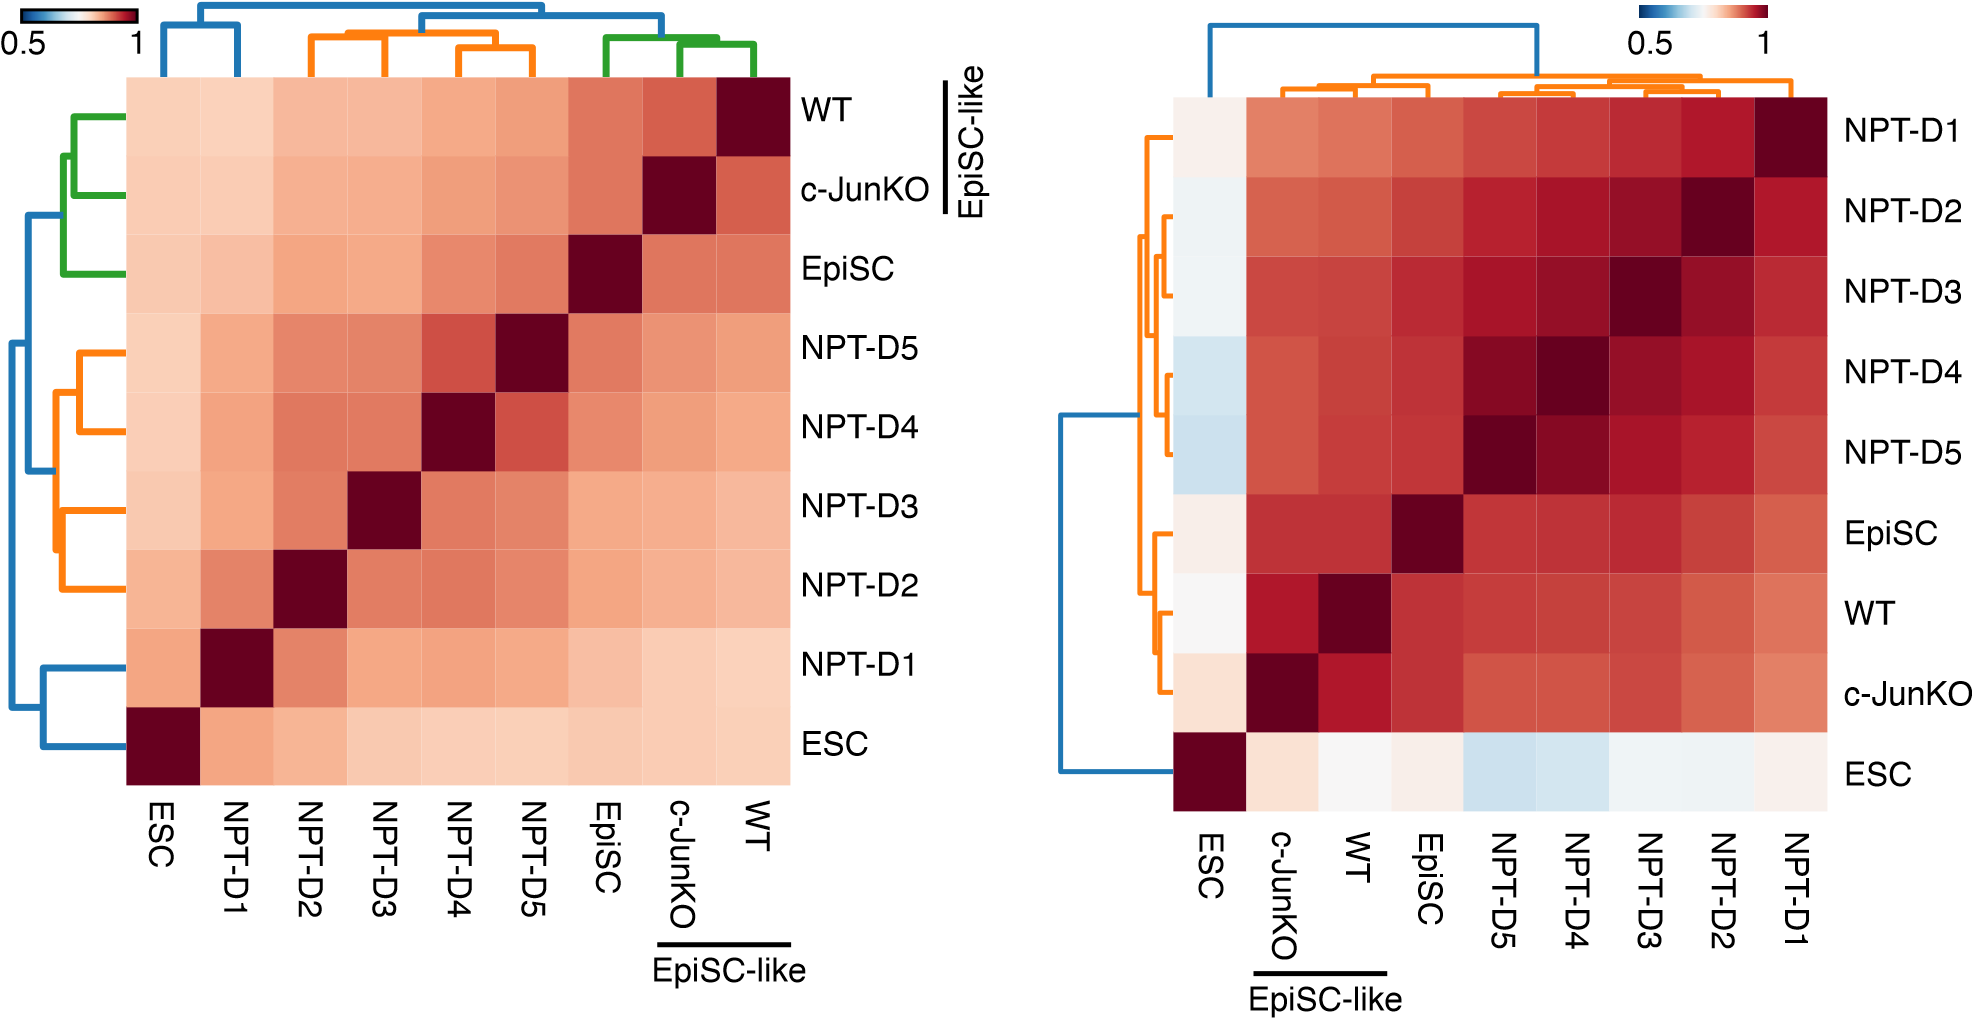

# S1. The binding profile of c-Jun in EpiSC

Schematic shows the knockout targeting strategy for c-Jun. The CRISPR/Cas9 was applied to produce specific double-strand breaks and deletion c-Jun protein-coding sequence.

**B.** Scatter plot showing the values of log2(FPKM) for each gene in EpiSC (Xaxis) versus the EpiSC-like cells (Y-axis) and c-JunKO EpiSC-like cells (Y-axis). **C,D.** Hierarchical clustering of the pairwise (Pearson) correlation between RNA-seq data and ATAC-seq data in ESC, naïve to primed transition time course samples (NPT-D1~NPTD5), EpiSC-like cells and EpiSC. Data were clustered based on a Euclidean distance matrix and complete linkage.

Figure S2 (Related to Figure 1)

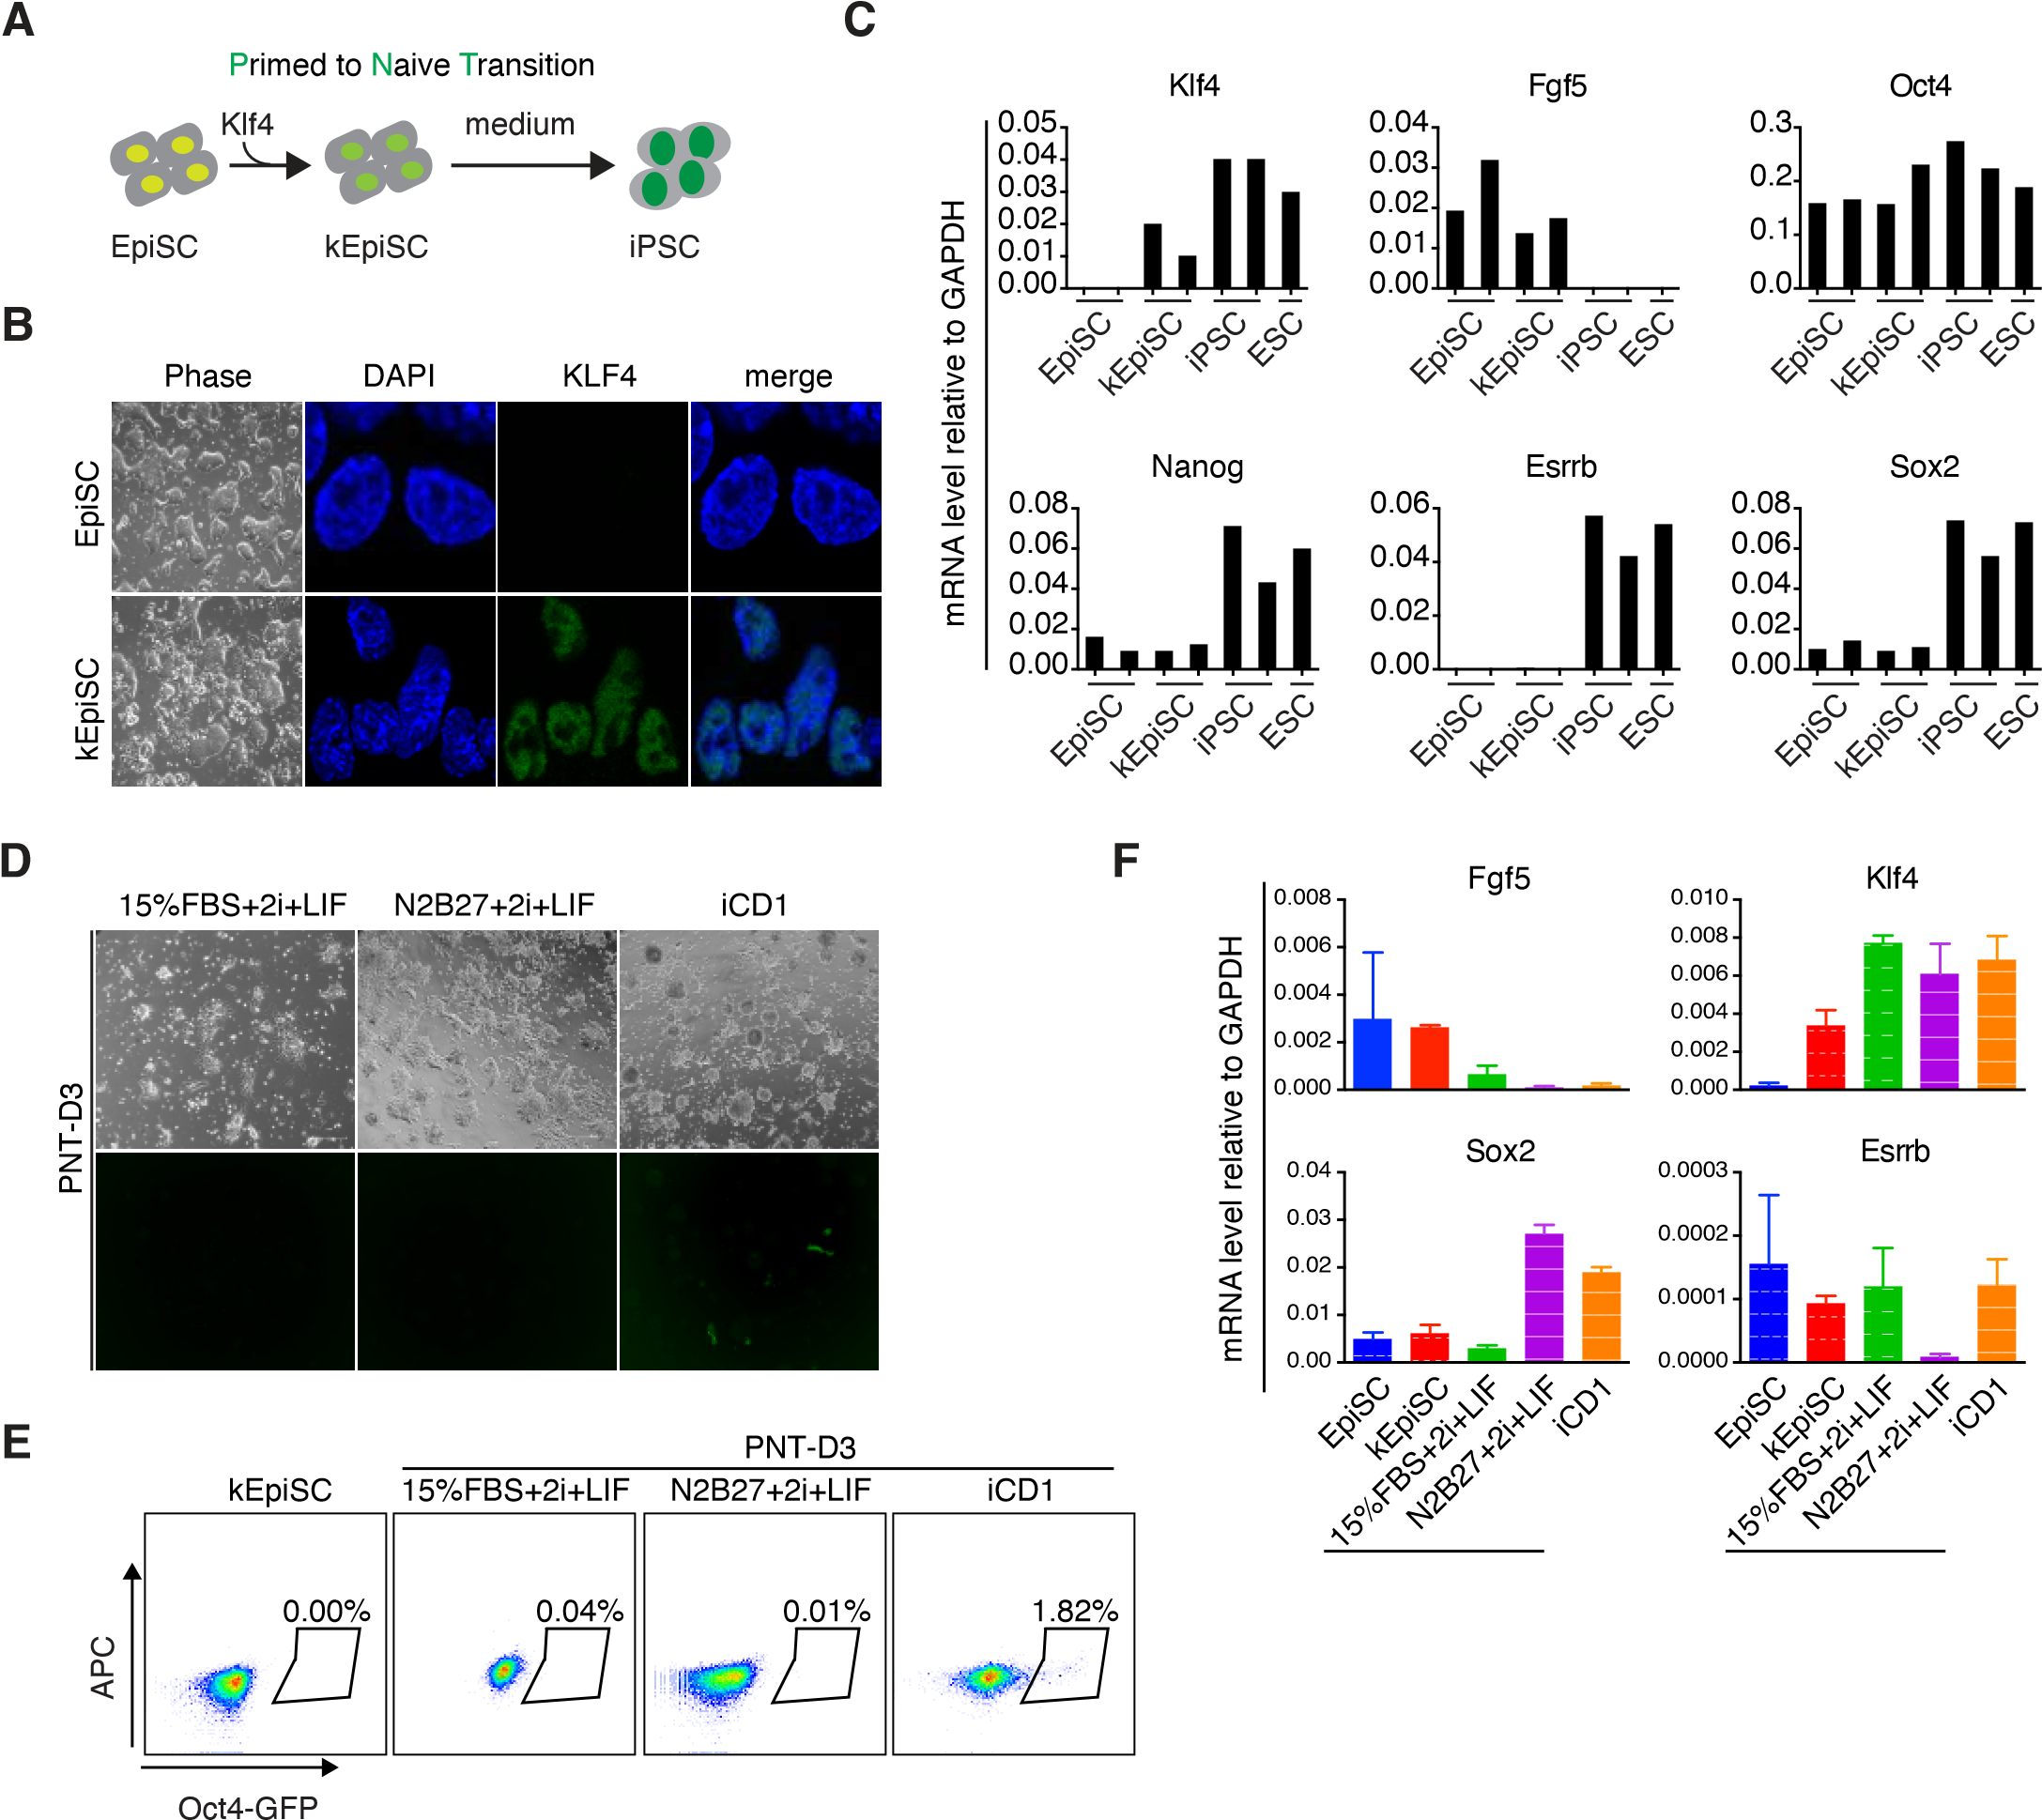
PNT-D3 PNT-D3

# G H I

iCD1

i

CD1

+

JNK

i

WT

c-J

un

-

/

-

A

tf

3

-

/

-

Fo

s

l2

-

/

-

N

u

m

b

e

r

o

f

GF

P

+

c

oloni

e

s

0

10

0

20

0

30

0

40

0

**

**

**

**

kEpiSC-like D3

Control

OE c-Jun

0

5

10

15

Percent of cells GFP+

***

kEpiSC D3

iCD1+JNKi

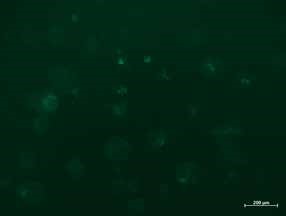

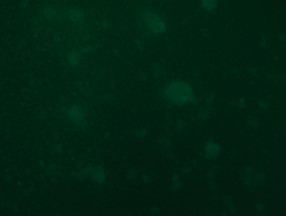

Control

OE c-Jun

iCD1+JNKi-D3

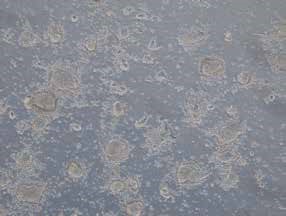

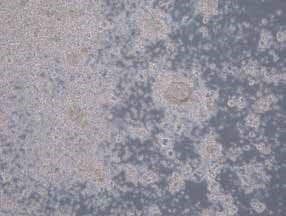

## S2. Set up primed to naïve transition (PNT) system

Schematic diagram depicts the reprogramming process from primed to naive transition (PNT).

1. Representative fields show EpiSC and kEpiSC (EpiSC transfected with Klf4).

Klf4 is only expressed in kEpiSC shows below.

1. qRT-PCR analysis for the expression of Klf4, Fgf5, Oct4, Nanog, Esrrb, Sox2 with two replicates in EpiSC, kEpiSC and ESC cell lines.
2. Phase and GFP images of representative %15FBS+2i+Lif, N2B27+2i+Lif and iCD1 induced PNT at D3. D=day. Scale bar=100 μm.
3. Flow cytometry analysis Oct4-GFP reporter of three reprogramming mediums.
4. qRT-PCR analysis the pluripotent gene expression value under indicated culture medium. Data are from two biological replicates and shown as the mean±SEM.

**G**, GFP positive colonies of WT kiEpiSCs and c-Jun-/- kiEpiSCs, Atf3-/- kiEpiSCs, Fosl2-/- kiEpiSCs induced with or without JNKi for 3 days. Data were from 4 biological replicates in 2 independent experiments and shown as the mean±SEM. ** indicates P value < 0.005, t test analysis between the knock out cell lines with WT kiEpiSCs.

**H**, c-JUN was transfected into kEpiSC and then performed PNT experiment under iCD1 plus JNKi medium. D=day, Scale bar=200μm.

**I**, Bar chart showing the percentage of cells GFP+ were significantly decreased during PNT when c-JUN was over-expressed. Data were from 12 biological replicates in 3 independent experiments and shown as the mean±SEM. *** indicates P value < 0.001, t test analysis between c-JUN OE and control groups.

Figure S3 (Related to Figure 3)

**A B**

Gene ontology analysis of c-Jun associated genes

c-Jun ChIP-seq in EpiSC regulation of intrinsic apoptotic signaling pathway

**0**

**2**

**0**

**4**

**0**

**6**

**0**

**8**

**0**

0.00

0.30

P

ercentage

f

or

w

ard tags

r

e

v

erse tags

Peak Model

mitochondrial membrane organization protein folding

regulation of mitochondrial membrane permeability regulation of membrane permeability adherens junction organization

negative regulation of intrinsic apoptotic signaling pathway organelle transport along microtubule

−600 600 cellular response to topologically incorrect protein

Distance to the middle

intrinsic apoptotic signaling pathway in response to DNA damage

-log10(binom P value)

**C D**

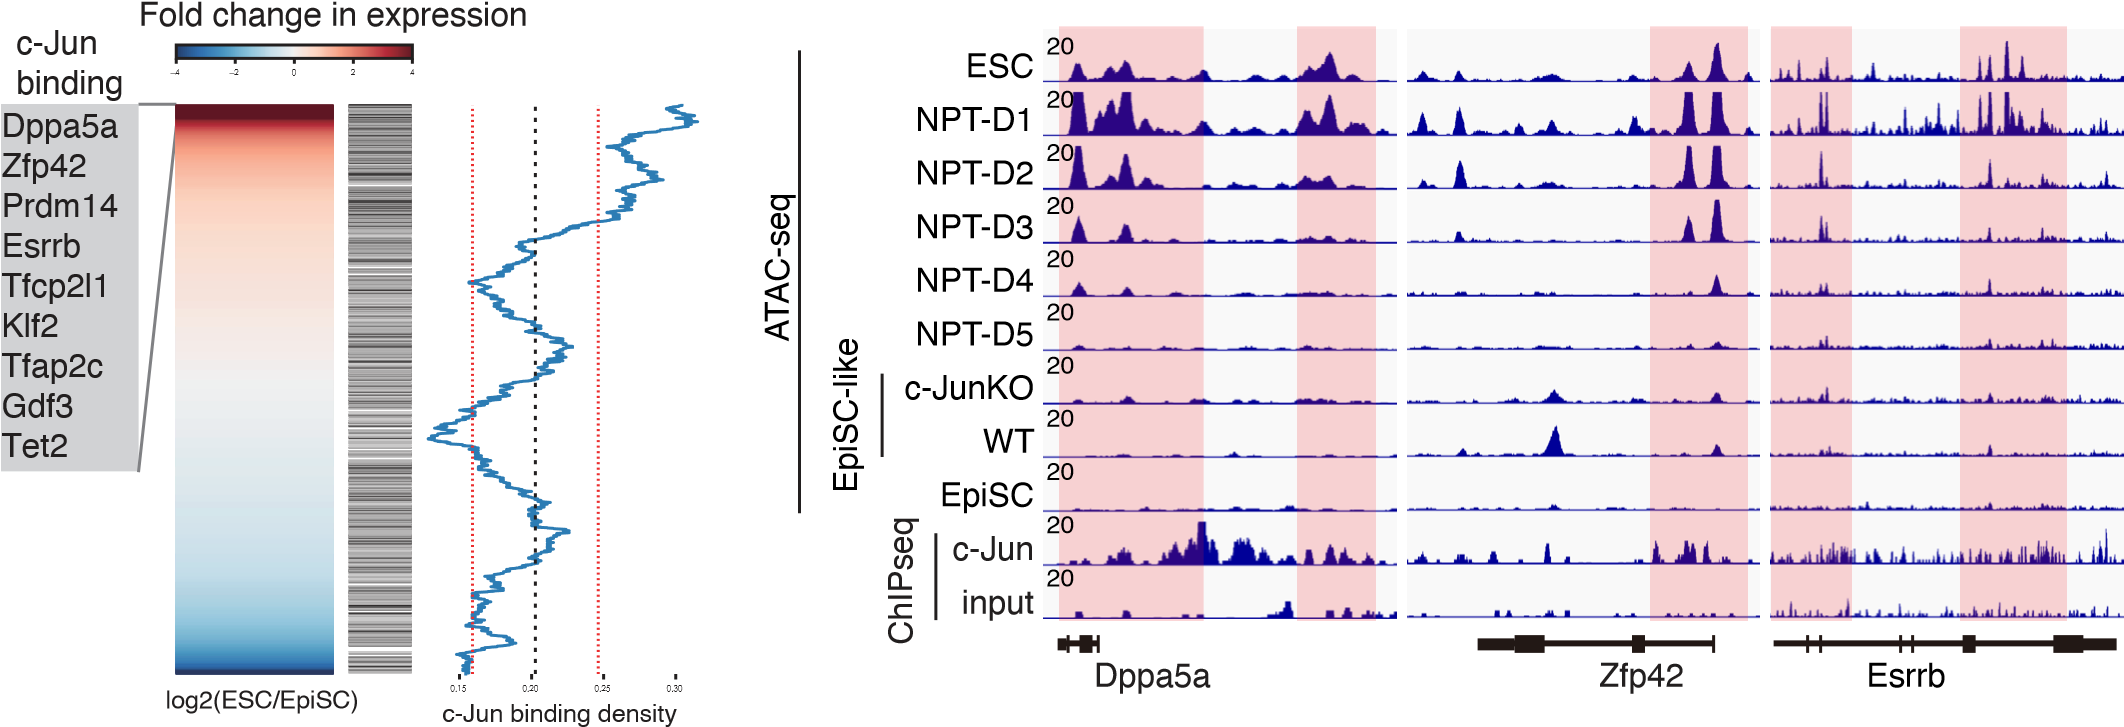

**E**

Gene ontology analysis of genes related to C3 peaks Transcription, DNA-templated

0

2

4

6

8

-

log10(P value

)

Actin cytoskeleton organization

Cell migration

Cell proliferation

Somatic stem cell population maintenance

**S3. c-Jun ChIPseq in primed EpiSC**

Reads of c-Jun ChIP-seq data mapped to two strands are treated separately to build two coverage density profiles.

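MACS builds such a model from reads on the plus strand, which pile up on one side of a binding site, and reads on the minus strand, which pile up on the other. The distance between both profiles estimates the length of the fragments that c-Jun held. Reads are then extended to that length, and a peak is at least that wide. The narrowest peak of the EpiSC list is 115 bp wide, near the lower end of the sonicated fragments.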

1. A gene ontology (GO) term enrichment analysis on c-Jun binding genes with GREAT (35).
2. In primed EpiSC, c-Jun binding is correlated with pluripotency genes that are highly expressed in naïve ESC but downregulated in primed EpiSC. The density of c-Jun binding was then averaged using a moving average window to visualize the binding density of c-Jun across the gene changes. Fold Change > 1 was used to screen high expression genes between two samples.
3. Selected genomic views of the ATAC-seq data and ChIP-seq data, are shown for the indicated naïve peaks: Dppa5a (chr9:78,366,097-78,376,829), Zfp42 (chr8:43,291,353-43,309,179), Esrrb (chr12:86,460,691-86,522,913). **E.** Gene ontolEogy analysis of genes related to C3 peaks.

Figure S4 (Related to Figure 4)

**A B**

RNA-seq

0

Z score

1688

genes activated during PNT

3

-3

WT-rp1

WT-rp2

c-JunKO-rp1

c-Jun KO-rp2

PNT-D3

ESC-rp1

ESC-rp2

WT-rp1

WT-rp2

c-JunKO-rp1

c-JunKO-rp2

EpiSC-rp1

EpiSC-rp2

2195

2058

1688

EpiSC-like PNT-D3

log2(ESC/EpiSC) > 0 log2(c-JunKO/WT) > 0

EpiSC-like

**C D**

protein transport

cell cycle**_0.5_**

Log2(Fold Change)

-10

10

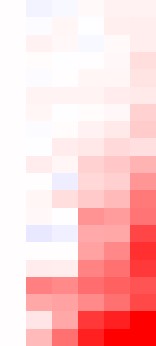

Dppa5a

Zfp42

Klf2

Klf4

Esrrb

Prdm14

Tfcp2l1

Tfap2c

Gdf3

Tet2

Sox2

Sall1

Gli2

Kdm3a

Ube2a

Eed

Kdm5b

Sall4

Terf2

Zbtb48

**0.0**

**2.7**

**5.5**

**8.7**

**10.0**

**0.0**

**1.0**

**3.4**

**7.8**

**8.6**

**0.0**

**3.4**

**3.7**

**4.5**

**5.5**

**0.0**

**5.0**

**4.6**

**5.6**

**6.1**

**0.0**

**0.8**

**0.6**

**4.8**

**5.5**

**0.0**

**-0.0**

**-0.0**

**3.6**

**4.6**

**0.0**

**-0.9**

**-0.6**

**3.4**

**3.4**

**0.0**

**0.3**

**-0.0**

**4.2**

**3.9**

**0.0**

**0.3**

**1.3**

**2.0**

**2.7**

**0.0**

**0.1**

**-0.7**

**1.5**

**1.9**

**0.0**

**0.7**

**0.3**

**1.7**

**2.1**

**0.0**

**-0.0**

**0.8**

**0.9**

**1.4**

**0.0**

**-0.1**

**0.1**

**0.5**

**0.8**

**0.0**

**0.3**

**-0.1**

**0.1**

**0.3**

**0.0**

**0.5**

**0.5**

**0.4**

**0.7**

**0.0**

**-0.1**

**0.0**

**0.3**

**0.3**

**0.0**

**0.1**

**-0.0**

**0.1**

**0.2**

**0.0**

**0.5**

**0.3**

**-0.3**

**0.2**

**0.0**

**-0.1**

**0.3**

**-0.1**

**0.6**

**0.0**

**-0.5**

**-0.3**

**0.2**

**0.5**

ESC

WT

c-JunKO

WT

c-JunKO

PNT-D3

EpiSC

EpiSC-like

**0**

**5**

**1**

**0**

**1**

**5**

DNA replication**^0.6^**

### 0.6

DNA repair**_1.3_** transcription, DNA-templated**^1.1^**

**^0.9^** histone H3 acetylation**_1.8_** regulation of stem cell population maintenance**2.0** inner cell mass cell proliferation**^1.2^**

**2.9**

**4.1**

-log10(P value) **^5.2^**

**5.4**

**7.2**

**8.1**

**7.7**

**6.6**

### 7.1

**10.0**

**10.0**

**S4. Knock out c-Jun activates pluripotent genes during primed to naïve transition.**

1. Venn diagrams showing the overlap genes between high expression genes in ESC and up-regulated genes in c-Jun knock out primed to naïve transition (PNT) day 3 cells. Fold Change > 1 was used to screen high expression genes between two samples.
2. Violin plots of the expression level for overlap genes (1688) in panel **A**. Data were converted to a Z score based on the row-wise SD for each gene.
3. Gene ontology analysis of the overlap genes (1688) in panel **A**. Analysis was performed using DAVID.
4. Heatmap showing the expression of 16 selected pluripotency genes from the overlap genes (1688) in panel **A**. RNA-seq data is shown as log2(Fold Change) relative to expression in EpiSC. The value of Log2(Fold Change) was shown in each block.

Figure S5 (Related to Figure 4)

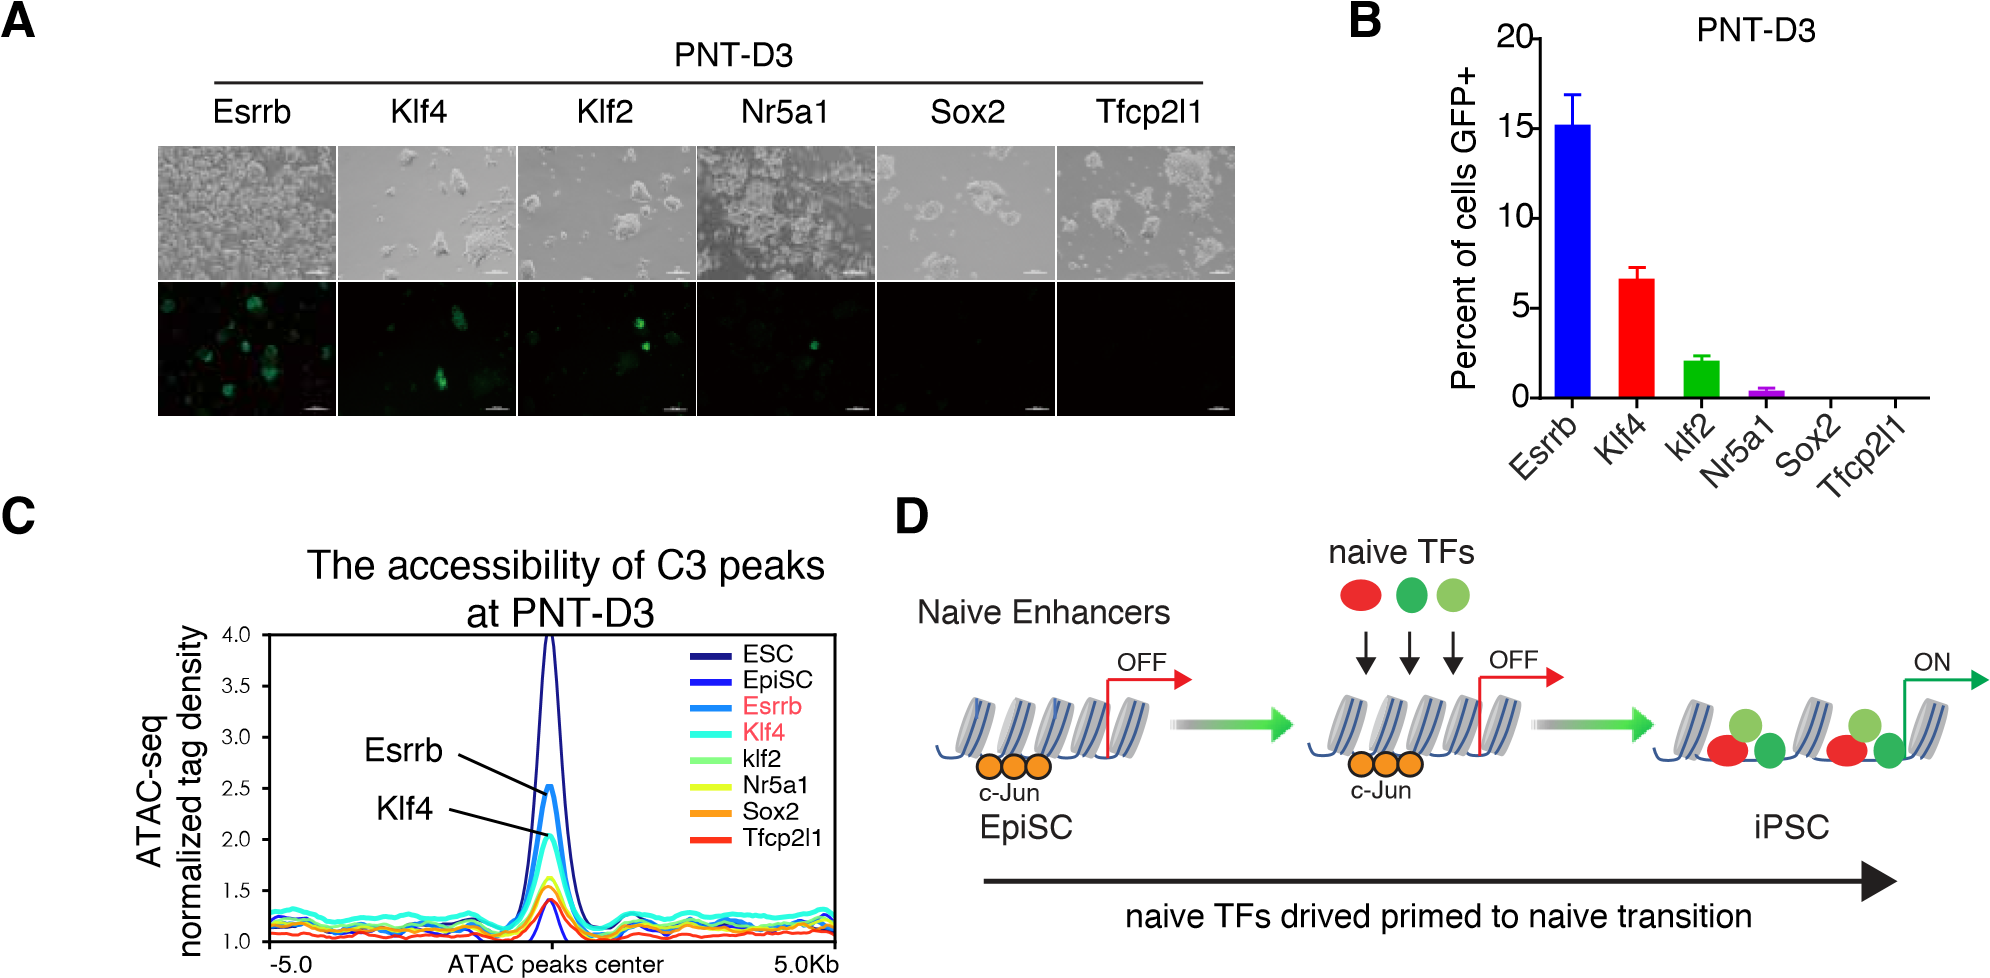

**S5. Esrrb promotes PNT by opening c-Jun locked naïve loci A.** Esrrb, Klf4, Klf2, Nr5a1, Sox2 and Tfcp2l1 were cloned into PiggyBac plasmid and each of the six PiggyBac plasmids was transfected into EpiSC and then perform PNT experiment. The number of iPSC colonies were count at PNTD3. D=day. Scale bar=100 μm.

1. Bar chart showing the percentage of cells GFP+ (GFP expressed from the

Oct4-GFP, OG2 reporter) during primed to naïve transition (PNT) by the defined TFs. Data are from 4 biological replicates in 2 independent experiments and are shown as the means ± SEM.

1. Average ATAC-seq read density at C3 peaks in ESC, EpiSC and cells of primed to naïve transition (PNT) induced by each of the six TFs at day 3 (PNTD3).
2. Working model of the naive TFs in reprogramming primed to naïve transition

(PNT). Naïve TFs were binding to the closed naïve enhancers which bind by cJun and opening the silenced naïve enhancers to activate the pluripotent program.

How the deposited data were processed for this re-analysis (not part of the article)

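c-Jun ChIP-seq of 2 mouse cell lines was used, the wild type EpiSC line and kEpiSCs, the EpiSC line with a Klf4 transgene. Each line had 2 c-Jun ChIP libraries and 2 input libraries, 8 libraries in all. The authors mapped the reads to mm10 with Bowtie2, kept uniquely mapped reads and called peaks with MACS2 at default parameters. The submitters' processing notes also name bcl2fastq, SAMtools and bedtools, and tool versions are not given in the sources used here. One peak list per line was deposited, which is taken to pool both replicates, so replicates could not be compared. Each list is named in the description of the first ChIP replicate of its line and may rest on that library alone. Reads per library were not analysed here.

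For each peak the authors give a score, which is a whole number made from the q-value, a fold enrichment of the ChIP over the local background at the summit, the −log10 of the p-value, the −log10 of the q-value and the distance of the summit from the peak start in bp. These values are the authors' and were used to describe and rank peaks within a list. The fold has 1 added to the reads and to the background, so it is not a plain ratio of ChIP to input. The deposited fold and p-value were also solved together for the number of reads at the summit and the background, which met both columns within 0.01 in −log10 p for 100% of the peaks of both lists. The solved reads and background served for the depth of the lists and for the number of peaks to be left on X with 1 copy. In kEpiSCs 1 ChIP read counted as 0.775 in the pileup, as when MACS scales the ChIP down to a smaller input. The median number of reads at the summit was 10 in EpiSCs and 14 in kEpiSCs (quartiles 11 and 18).

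Peaks shared at least 1 bp to count as overlapping, and chance was taken from 1000 circular shifts along the chromosomes, leaving out the first 3000000 bp of each. Promoters, gene bodies and TSSs came from curated RefSeq transcripts on GRCm38.p6, the assembly of mm10. A gene had a peak when a peak centre lay within 10 kb of one of its TSSs. Each of 19 gene lists was set against 10000 lists of protein-coding genes matched on decile of gene length, with a two-sided permutation p (smallest possible 0.0002) and Benjamini-Hochberg adjustment over the lists of a line. AP-1 sites were searched on both strands in the central 200 bp and in flanks 2000 bp away. Shares have 95% Wilson intervals, which cover counting error only, and 2 groups of genes were compared by Fisher's exact test.

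The text names every gene the paper names with c-Jun binding and Jun, Klf4, Pou5f1, Nanog, Sox2 and Fgf5, up to 4 genes of each list with the highest-scoring peak, the genes nearest to the 10 highest-scoring peaks of each line, and listed genes with a higher-scoring peak in one line and none within 50 kb in the other. The alternatives covered the distance from a TSS, the gene assignment, the promoter and annotation, the overlap, the motif, the random lists and the higher-scoring peaks alone.

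The calculations were checked on simulated data. All 3000 simulated peaks were solved for their reads, at a worth of 1 read of 1 and of 0.62. Of 500 random lists of 30 genes, 2.6% had p under 0.05. Of 200 simulated lists of 30 genes with a peak at 35% of members, 0% had p under 0.05. With a peak at 50% of members 100% of 200 lists did. These shares were set, so the lists show which share passes and not how often a true excess is missed. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0, matplotlib 3.10.9 and bedtools 2.31.1 were used. ATAC-seq and RNA-seq were not analysed here, so the groups C1 to C4 were not rebuilt.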

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

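The alternatives for the kEpiSC gene lists and the test of the stretch at Pou5f1 were chosen only after the results were seen.

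The paper does not report on c-Jun ChIP-seq of kEpiSCs, EpiSCs that carry a Klf4 transgene, and these libraries hold signal above chance. Their list holds 6032 peaks, of which 75.8% (95% Wilson interval 74.7 to 76.9%) overlapped an EpiSC peak, against at most 0.680% in 1000 shifts. TGASTCA was present in 58.5% (57.3 to 59.8%) of kEpiSC peaks and 4.09% of their flanks. Of 25 genes of the AP-1 family and its relatives 11 had a peak (2.21 in random lists, adjusted permutation p = 0.0019). They included Fosb with a fold enrichment of 10.2, Junb with 9.89, Mafk with 7.48 and Jun with 7.42. The Jun peak ran from 95050277 to 95051272 of chromosome 4 in the coding exon, far wider than the kEpiSC median of 179 bp. Whether it reflects c-Jun binding was not tested. Of 30 AP-1 target genes 11 had a peak (2.45, adjusted permutation p = 0.0019), including the intermediate filament gene Vim with a fold enrichment of 14.8 and Plaur with 12.1. Of 32 adherens junction genes 10 had a peak (2.93, adjusted permutation p = 0.0038) and of 35 protein folding genes 9 (3.04, adjusted permutation p = 0.021). The adherens junction call ended at 5 kb (adjusted permutation p = 0.28, ratio to random lists 2.66 against 3.42 at 10 kb) and with the 3016 higher-scoring peaks (0.11, ratio 3.57). The protein folding call ended at 5 kb (adjusted permutation p = 0.14, ratio 3.16 against 2.96 at 10 kb), at 50 kb (0.068, ratio 1.64) and with the higher-scoring peaks (1, ratio 1.48), and the AP-1 target call at 50 kb (0.10, ratio 1.64 against 4.50 at 10 kb). The naïve list, with 7 of 32 genes (2.75, adjusted permutation p = 0.098), did not pass at 10 kb, but passed at 50 kb (adjusted permutation p = 0.0038), with the nearest TSS (0.00095), with GREAT's domains (0.0013) and in an unmatched Fisher's exact test (0.044), and intrinsic apoptosis, with 8 of 34 genes (3.04, adjusted permutation p = 0.069), passed under each alternative except 5 kb and the list without the peaks around Pou5f1. The 10 highest-scoring kEpiSC peaks were nearest to Slco2a1, Fars2, Jazf1, Adamtsl3, Lrrc74a, Sec11c, Zbtb20, Rab31, Foxa2 and Eva1a. Their distance to the TSS varied, with 6012 bp at Zbtb20 and 301335 bp at Foxa2, so the nearest gene need not be a target.

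The kEpiSC list is shorter than the EpiSC list of 16166 peaks. The share of EpiSC peaks also found in kEpiSCs rose from 12.8% in the lowest to 78.2% in the highest of 10 groups by fold enrichment, 6.11 times, which is consistent with weaker recovery in kEpiSCs. Fewer ChIP reads are not the whole cause, since the kEpiSC ChIP had 4.60 reads per kb against 4.01, or 3.56 after its scaling to the input. Weaker c-Jun binding in cells with the Klf4 transgene would give the same gradient, was not tested and stays open. With 1 list per line, the lines cannot be compared beyond replicate error.

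The paper does not report c-Jun peaks at Pou5f1, where 14 EpiSC peaks form an unbroken run, on chromosome 17 from 35498972 to 35515011, over a background that was high in both lines.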

How the results depend on the processing

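The GENCODE transcripts, the lists without the genes of Fig. S3C, the lists without the peaks around Pou5f1, the window around the summit and the alternatives for the kEpiSC gene lists were chosen only after the results were seen. No paired analysis was possible because each line has a single peak list and no values per replicate, and for the same reason no replicate could be left out. Low read numbers limit all values: the median EpiSC peak has 10 reads at its summit. The cause of a change was not tested unless the alternative's construction shows it. The values of the alternatives set beforehand kept their direction and their side of the threshold in 115 cases, moved in 28, lost a call in 22, gained one in 2 and changed direction in 13. For the added alternatives the numbers were 143, 10, 8, 15 and 15.

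The higher-scoring peaks, which are fewer by construction, were 8083 in EpiSCs and 3016 in kEpiSCs. The share of kEpiSC peaks overlapping an EpiSC peak was 50.7% with an overlap of 50% of both peaks, 72.8% for centres within 200 bp and 51.3% with the EpiSC list shortened to the length of the kEpiSC list. The share of EpiSC peaks in the kEpiSC list was 18.9% and 27.2% under the first 2 of these. The promoter share was 12.8% with 1 kb on both sides, 19.6% with 5 kb and 1 kb, 9.04% with protein-coding genes, 11.2% with whole peaks, 6.87% with higher-scoring peaks, 12.1% with GENCODE and 15.8% with GENCODE and 1 kb on both sides. Gene bodies held 45.9% with 1 kb on both sides, 43.7% with 5 kb and 1 kb, 46.4% with protein-coding genes and 52.2% with GENCODE, and regions between genes 36.7% with 5 kb and 1 kb, 44.5% with protein-coding genes, 43.9% with higher-scoring peaks, 35.7% with GENCODE and 35.6% with GENCODE and 1 kb. TGASTCA was in 56.9% of higher-scoring EpiSC peaks, 49.2% around the summit, 47.7% with TGACGTCA added, 76.8% with 1 mismatch and 51.0% over whole peaks, and in kEpiSCs in 66.8% of higher-scoring peaks and 62.2% around the summit. The windows of Fig. S3D held 1 higher-scoring EpiSC peak and 2 kEpiSC peaks.

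Of 19 gene lists 8 passed in EpiSCs, 3 at 5 kb, 5 at 50 kb and 4 with higher-scoring peaks. In kEpiSCs the number was 2 at 5 kb, 10 with the nearest TSS and 7 with GREAT's domains. As ratios to random lists, calls that ended in EpiSCs were, at 5 kb, Fig. S3C 2.94, naïve 2.02, JNK 2.40, apoptosis 1.28 and adherens junction 1.79; at 50 kb, Fig. S3C 1.76, JNK 1.55 and apoptosis 1.18; with the nearest TSS, JNK 1.60, apoptosis 1.32 and protein folding 1.62; with GREAT's domains, JNK 1.29 and apoptosis 1.26; with higher-scoring peaks, Fig. S3C 2.02, naïve 1.69, JNK 2.00 and apoptosis 2.31; and naïve without the genes of Fig. S3C 1.93. The p of naïve against primed genes in Fisher's exact test was 0.063 at 5 kb (odds ratio 3.94, against 3.83 at 10 kb), 0.39 at 50 kb (1.88), 0.068 with the nearest TSS (2.80), 0.051 with GREAT's domains (3.52), 0.48 with higher-scoring peaks (2.00) and 0.13 without the genes of Fig. S3C (2.95).

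Lists without a call at 10 kb crossed a ratio of 1. Primed genes lay at 1.25 at 50 kb, 1.68 with the nearest TSS, 1.28 with GREAT's domains and 1.01 matched on gene density, mesoderm and endoderm at 1.04 at 5 kb, 1.60 with the nearest TSS and 1.39 with GREAT's domains, fibroblast markers at 1.07 with the nearest TSS, 1.26 with GREAT's domains and 1.32 with higher-scoring peaks, somatic stem cell maintenance at 0.975 at 50 kb, neural genes at 0.456 and C3-related genes at 0 with higher-scoring peaks. Genes of both states, which passed with the nearest TSS and GREAT's domains, lay at 0.988 without the peaks around Pou5f1. In kEpiSCs primed genes lay at 1.23 at 50 kb, 1.33 with the nearest TSS and 1.25 with GREAT's domains, ribosomal proteins at 1.43, 1.45 and 1.26 under these and 1.24 with higher-scoring peaks, mesoderm and endoderm at 1.10 with the nearest TSS and 1.13 with GREAT's domains, neural genes at 1.16 with GREAT's domains, fibroblast markers at 0.893 at 5 kb, muscle genes at 1.38 and C3-related genes at 0 with higher-scoring peaks, and genes of both states at 0.866 without the peaks around Pou5f1.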

Differences from the paper's values

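Transcripts from GENCODE were chosen as an alternative only after the values were seen.

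The paper gives 16% of c-Jun peaks at promoters, and 9.84% (95% Wilson interval 9.39 to 10.3%) was found here with HOMER's default promoter. Of the alternatives set before the data were examined, 1 kb on both sides of a TSS gave 12.8%, 5 kb upstream to 1 kb downstream 19.6% and any overlap of the whole peak 11.2%, each within 1.5 times the paper's value. Protein-coding genes alone gave 9.04% and the 8083 higher-scoring peaks 6.87%, which were not. GENCODE transcripts gave 12.1%, and GENCODE transcripts with 1 kb on both sides 15.8%, which reaches the paper's value and was chosen after seeing the values.

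The paper names mitochondrial membrane organization among the gene groups bound by c-Jun. Of 33 such genes 12 had a peak within 10 kb, which did not pass (adjusted permutation p = 0.19), and no alternative called this list (adjusted permutation p from 0.064 at 50 kb to 0.86 with the 8083 higher-scoring peaks). The list and test differ from GREAT's. In simulation, 0% of 200 lists of 30 genes with a peak at 35% of members had p under 0.05 before adjustment. That share was set, so this repeats the outcome of a single count and does not measure how often an excess is missed. The mitochondrial membrane list lies at 36.4%, with a ratio to random lists of 1.65, and its missing call does not show that an excess is absent. Apoptosis genes passed at 10 kb, but with GREAT's domains they lay at a ratio to random lists of 1.26 and mitochondrial membrane genes at 1.27, neither past the threshold (adjusted permutation p = 0.38 for both), and at 5 kb at 1.28 and 2.14. Adherens junction and protein folding genes passed at 10 kb and with GREAT's domains.

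The paper names Cdh1, E2f7 and Fat1 as genes related to regions bound by c-Jun. A c-Jun peak in EpiSCs lay within 10 kb of a TSS of 1 of these 3 genes, E2f7 (fold enrichment 4.68), against 0.704 in random lists (adjusted permutation p = 1). Within 50 kb each had a peak, 6 at Cdh1, 5 at Fat1 and 1 at E2f7, against 1.53 of the 3 genes in random lists (adjusted permutation p = 0.39), since 50.7% of all genes have a peak within 50 kb. With each peak given to its nearest TSS, all 3 genes had a peak (ratio to random lists 2.02, adjusted permutation p = 0.31). All 3 also had one with GREAT's domains (ratio 1.53, adjusted permutation p = 0.57).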

Other observations

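The test of AP-1 sites against matched peaks, the test of the stretch at Pou5f1 and the lists without its peaks were chosen only after the results were seen.

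c-Jun peaks in EpiSCs were also in excess at the AP-1 family itself and at textbook AP-1 targets of somatic cells. Of 25 genes of the AP-1 family and its relatives 15 had a peak within 10 kb (5.67 in random lists, adjusted permutation p = 0.0013). They included Fosb with a fold enrichment of 16.4, Jun with 15.9 in its coding exon 1, Mafk with 13.6 and Junb with 10.8. The Jun peak ran from 95050268 to 95051293 of chromosome 4, far wider than the EpiSC median of 190 bp. It lay within the gene's single exon, and whether it reflects c-Jun binding was not tested. Of 30 AP-1 targets 22 had a peak (6.45, adjusted permutation p = 0.0013), including Vim (14.8), the urokinase receptor gene Plaur (12.4), Gadd45b (11.6) and the growth factor gene Hbegf (10.3). Both calls held under each alternative for EpiSCs set beforehand. Of 17 genes of the JNK pathway, which acts upstream of c-Jun, 9 had a peak (4.00, adjusted permutation p = 0.031), including the JNK phosphatase genes Dusp10 (8.47), Dusp16 (6.88) and Dusp8 (5.45) and the kinase gene Map4k4 (8.33). The JNK call ended at 5 kb, where its ratio to random lists was 2.40 against 2.25 at 10 kb (adjusted permutation p = 0.12). It also ended at 50 kb (ratio 1.55, adjusted permutation p = 0.064) and with the nearest TSS (1.60, 0.095). The same held with GREAT's domains (1.29, 0.38) and with the 8083 higher-scoring peaks (2.00, 0.49).

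The other lists did not pass at 10 kb. A peak was found at 8 of 23 genes of somatic stem cell maintenance (5.41 in random lists, adjusted permutation p = 0.52), including Bcl9l (fold enrichment 8.66), at 6 of 25 ribosomal protein genes (5.20, adjusted permutation p = 1), including Rpl19 (7.81), and at 5 of 20 neural genes (4.46, adjusted permutation p = 1), including Pax6 (7.15). Fibroblast markers had a peak at 4 of 20 genes (4.67, adjusted permutation p = 1), including Col1a1 (7.94), mesoderm and endoderm genes at 3 of 20 (4.22, adjusted permutation p = 1), skeletal muscle genes at 3 of 20 (4.49, adjusted permutation p = 0.98), including Mb (9.66), and liver genes at 2 of 20 (4.57, adjusted permutation p = 0.50). Among the listed genes Myc, Cdkn1a, Ccn2, Dusp4, Ereg, Gadd45a, Casp9, Xiap, Ctnna1, Ctnnd1, Calr, Cct3, Dnajb1, Opa1, Tomm40, Nipbl, Etv4, Thy1, Pax6 and Rps6 had a higher-scoring peak in EpiSCs and none within 50 kb in kEpiSCs, and Bmf the reverse. The kEpiSC list is shorter, and this difference between the lines was not tested.

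Few c-Jun peaks lay on the X chromosome, 96 in EpiSCs or 0.587 per Mb, against 6.71 per Mb on autosomes (lowest 4.74, highest 9.66), and 31 in kEpiSCs. By the reads at the summit alone, 737 peaks would remain on X with pileup and background lowered as 1 copy would. That is 7.68 times the number found (5.97 times with the genome-wide background kept). The background was raised at 31.3% of X peaks and 71.0% of autosomal peaks. The projection leaves out the width that a peak needs, and EpiSC summits had a median of 10 reads with a minimum of 5. It therefore cannot decide whether a single X per cell accounts for the low number. TGASTCA per Mb on X was 0.824 of that on autosomes, and TSSs per Mb relative to autosomes were 7.54 times the relative number of peaks, so neither alone accounts for it. All 3 multiplied leave 3.25 times the number found, with the same limit on the projection. The share of X that the authors' filter for uniquely mapped reads removes was not tested, and no biological explanation was tested.

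TGASTCA was in 5 of 22 EpiSC peaks near naïve genes, or 0.495 times the share of all EpiSC peaks, a ratio just under the bound set beforehand for DNA recovered without c-Jun binding, but the 95% Wilson interval of the share, 10.1 to 43.4%, lies on both sides of that bound and the counts are too few to decide. Against the 35.7% of EpiSC peaks within 10 kb of any protein-coding TSS, the closer comparison for these 22 peaks, the ratio lies above that bound, and matched peaks near other genes would give 9.18 of 22, a difference that did not pass (permutation p = 0.087). Shares as low were found near some other lists, with 2 of 12 peaks near JNK pathway genes and 2 of 14 near mitochondrial membrane genes. Genes of both states had 2 of 19, but 14 of those 19 peaks are the high-background run at Pou5f1. Shares were higher near other lists that passed, with 17 of 42 peaks for AP-1 targets and 13 of 32 for adherens junction. For the AP-1 family the share was 13 of 35, for apoptosis 8 of 23 and for protein folding 8 of 27. In kEpiSCs the share near naïve genes was 3 of 7, 0.732 times that of all kEpiSC peaks. Gene density alone is argued against, since with random lists matched on the genes within 100 kb the naïve list had an adjusted permutation p of 0.0038 (0.00095 to 0.49 over its alternatives). Recovery without c-Jun binding cannot be told apart from c-Jun binding at other sequences, which was not tested.

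That the libraries hold H3K27ac, which the labels' protocol names, was tested as a hypothesis. TGASTCA was 11.4 times more frequent in EpiSC peaks than in flanks (at least 10.6 times by the intervals), which argues against libraries of H3K27ac.

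The 14 peaks at Pou5f1 lie where the background was high in both lines, at least 8.21 times the median of the list in EpiSCs and 8.20 times in kEpiSCs. Such a background is not particular to Pou5f1, since 140 of the 154 EpiSC peaks and 65 of the 78 kEpiSC peaks over 5 times the median lie elsewhere. A candidate explanation for the run is extra copies of the region from an Oct4-GFP transgene. By the paper, the EpiSCs derive from crosses with OG2 mice and kEpiSCs bear an Oct4-GFP reporter. The nearest peaks on either side had up to 1.40 times the median in EpiSCs and 2.05 times in kEpiSCs. The latter is just over the bound set for this explanation. These neighbours lie 197082 and 42361 bp away in EpiSCs and 197639 and 76696 bp away in kEpiSCs. At that distance they cannot place the edges of the run, so the explanation stays open. c-Jun binding at Pou5f1 cannot be told apart from it. Without the peaks of the run 8 lists passed in EpiSCs, as many as with them.

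Klf4 could bring c-Jun to KLF sites in kEpiSCs. CCMCRCCC was in 12.0% of the 1457 kEpiSC peaks outside the EpiSC list and 11.0% of the 4575 shared ones, a ratio of 1.09 (95% interval 0.926 to 1.28, p = 0.32, two-sided Fisher's exact test), so a large excess was not found and a small one cannot be excluded.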
